# The Nucleosome Remodelling and Deacetylation complex suppresses transcriptional noise during lineage commitment

**DOI:** 10.15252/embj.2018100788

**Published:** 2019-04-29

**Authors:** Thomas Burgold, Michael Barber, Susan Kloet, Julie Cramard, Sarah Gharbi, Robin Floyd, Masaki Kinoshita, Meryem Ralser, Michiel Vermeulen, Nicola Reynolds, Sabine Dietmann, Brian Hendrich

**Keywords:** chromatin, ES Cell, lineage commitment, NuRD, transcription, Development & Differentiation, Stem Cells, Transcription

## Abstract

Multiprotein chromatin remodelling complexes show remarkable conservation of function amongst metazoans, even though components present in invertebrates are often found as multiple paralogous proteins in vertebrate complexes. In some cases, these paralogues specify distinct biochemical and/or functional activities in vertebrate cells. Here, we set out to define the biochemical and functional diversity encoded by one such group of proteins within the mammalian Nucleosome Remodelling and Deacetylation (NuRD) complex: Mta1, Mta2 and Mta3. We find that, in contrast to what has been described in somatic cells, MTA proteins are not mutually exclusive within embryonic stem (ES) cell NuRD and, despite subtle differences in chromatin binding and biochemical interactions, serve largely redundant functions. ES cells lacking all three MTA proteins exhibit complete NuRD loss of function and are viable, allowing us to identify a previously unreported function for NuRD in reducing transcriptional noise, which is essential for maintaining a proper differentiation trajectory during early stages of lineage commitment.

## Introduction

Mammalian cells contain a number of proteins capable of using ATP hydrolysis to shift nucleosomes relative to the DNA sequence, thereby facilitating chromatin remodelling. In mammals, these ATP‐dependent chromatin remodelling proteins usually exist within multiprotein complexes and play essential roles in the control of gene expression, DNA replication and repair (Hargreaves & Crabtree, 2011; Narlikar *et al*, 2013; Hota & Bruneau, 2016).

Nucleosome Remodelling and Deacetylation (NuRD) is one such multiprotein complex which is unique in that it contains both chromatin remodelling and protein deacetylase activity. NuRD is highly conserved amongst metazoans and has been shown to play important roles in cell fate decisions in a wide array of systems (Denslow & Wade, 2007; Signolet & Hendrich, 2015). For example, in embryonic stem (ES) cells, NuRD controls nucleosome positioning at regulatory sequences to finely tune gene expression (Reynolds *et al*, 2012; Bornelöv *et al*, 2018), and in somatic lineages, NuRD activity has been shown to prevent inappropriate expression of lineage‐specific genes to ensure fidelity of somatic lineage decisions (Denner & Rauchman, 2013; Knock *et al*, 2015; Gomez‐Del Arco *et al*, 2016; Loughran *et al*, 2017). It was recently demonstrated that this is achieved in both ES cells and B‐cell progenitors by restricting access of transcription factors to regulatory sequences (Liang *et al*, 2017; Loughran *et al*, 2017; Bornelöv *et al*, 2018). Additionally, aberrations in expression levels of NuRD component proteins are increasingly being linked to cancer progression (Lai & Wade, 2011; Mohd‐Sarip *et al*, 2017).

Nucleosome Remodelling and Deacetylation is comprised of two enzymatically and biochemically distinct subcomplexes: a chromatin remodelling and a deacetylase subcomplex. The chromatin remodelling subcomplex contains a nucleosome remodelling ATPase protein (Chd3/4/5) along with one of the zinc finger proteins Gatad2a/b and the Doc1/Cdk2ap1 protein, while the deacetylase subcomplex contains class I histone deacetylase proteins Hdac1/2, the histone chaperones Rbbp4/7, the Metastasis Tumour Antigen family of proteins, Mta1, Mta2 and Mta3 and, in pluripotent cells, the zinc finger proteins Sall1/4 (Lauberth & Rauchman, 2006; Allen *et al*, 2013; Kloet *et al*, 2015; Bode *et al*, 2016; Low *et al*, 2016; Miller *et al*, 2016; Spruijt *et al*, 2016; Zhang *et al*, 2016). These two subcomplexes are bridged by Mbd2/3, creating intact NuRD (Fig 1A). While HDAC and RBBP proteins are also associated with other chromatin‐modifying complexes, the MBD, GATAD2 and MTA proteins are obligate NuRD components. Functional and genetic data indicate that the CHD4‐containing remodelling subunit is capable of functioning independently of intact NuRD (O'Shaughnessy & Hendrich, 2013; O'Shaughnessy‐Kirwan *et al*, 2015; Ostapcuk *et al*, 2018). The deacetylase subcomplex has been shown biochemically to exist outside of intact NuRD, though whether this subcomplex has any specific function is not clear (Link *et al*, 2018; Zhang *et al*, 2018).

**Figure 1:**
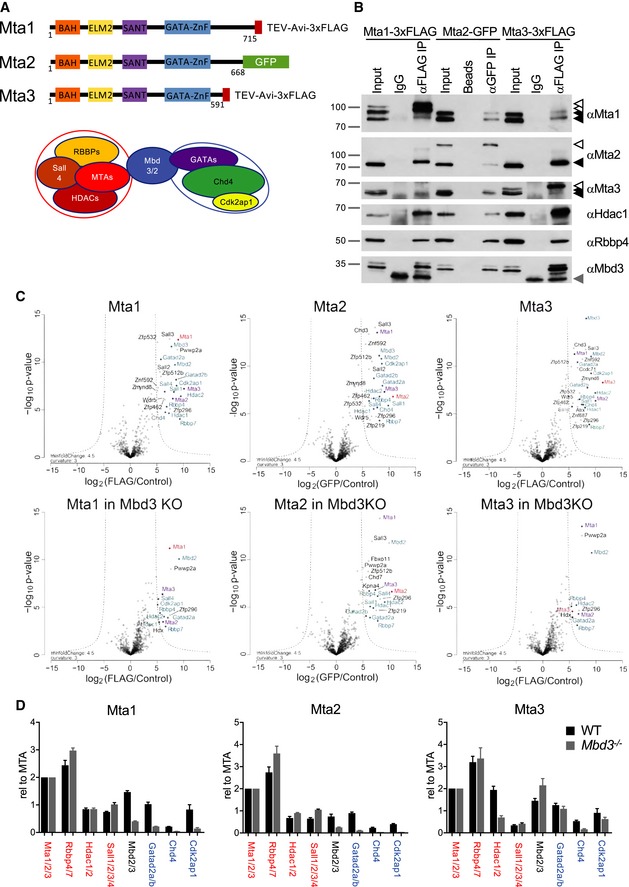
Biochemical characterisation of epitope‐tagged MTA proteins Schematic of MTA proteins with different protein domains indicated as coloured boxes, and the C‐terminal epitope tags indicated. The model below shows the MTA‐ and HDAC‐containing subunit joined to the CHD4‐containing subunit through the MBD protein.Tagged MTA proteins in heterozygously targeted cell lines were immunoprecipitated and subsequent western blots probed with antibodies indicated at right. Solid black triangles indicate the locations of untagged proteins, and open triangles show the position of epitope‐tagged proteins in the anti‐Mta1, Mta2 or Mta3 panels; and a grey triangle shows the location of IgG bands in the anti‐Mbd3 panel. “Beads” in the Mta2‐GFP IP represents a mock immunoprecipitation using beads only, analogous to the “IgG” controls in the Mta1‐3xFLAG and Mta3‐3xFLAG IPs. 10% of the input was loaded into “Input” lanes. Molecular weights in kDa are shown at left. (Full western blot images are available in Mendeley Data.)Proteins co‐purifying with Mta1, Mta2 or Mta3 in IP‐mass spectrometry experiments in wild‐type cells (top) or Mbd3‐null cells (bottom). Proteins showing significant enrichment with the bait protein are located outside the dotted lines. For all panels, the protein being immunoprecipitated is indicated in red, the other MTA proteins in purple, and other NuRD components in blue. Each IP/Mass spec experiment set comprised three independent immunoprecipitations from one nuclear extract preparation.Relative enrichment of indicated proteins in MTA pulldowns from wild‐type (WT) or *Mbd3*‐null (Mbd3KO) ES cells, normalised to 2x MTA proteins. NuRD components comprising the remodelling subunit are labelled in blue, those comprising the deacetylase subunit in red. As MTA proteins are the bait in these experiments, they may be isolated more efficiently than their interaction partners. Error bars represent standard deviation from three (Mta1 and Mta2) or six (Mta3) replicate pulldowns.

Changes in subunit composition in large multiprotein, chromatin‐modifying complexes such as PRC1 and BAF have been shown to correlate with distinct changes in function at sites of action in a cell‐type‐specific manner (Ho & Crabtree, 2010; Morey *et al*, 2012). The NuRD complex might therefore be expected to show similar diversity in both composition and function, and in fact, diversification of NuRD function has been described through differential incorporation of various isoforms of NuRD component proteins (Bowen *et al*, 2004). For example, Mbd2 and Mbd3 are mutually exclusive within NuRD (Le Guezennec *et al*, 2006). While Mbd2 is not required for mammalian development, Mbd3 is essential at early postimplantation stages in mice (Hendrich *et al*, 2001). Mbd2/NuRD is a methyl‐CpG binding co‐repressor complex which is dispensable for early development but Mbd3/NuRD, a transcriptional modulator found at sites of active transcription, has been shown to play important roles in regulation of cell fate decisions in multiple developmental systems (Feng & Zhang, 2001; Reynolds *et al*, 2012, 2013; Gunther *et al*, 2013; Shimbo *et al*, 2013; Menafra *et al*, 2014). NuRD complexes containing either CHD3, CHD4 or CHD5 play distinct roles during cortical development (Nitarska *et al*, 2016).

Further functional and biochemical diversification occurs through alternate use of the three MTA proteins within NuRD. MTA proteins function as a scaffold around which the deacetylase subcomplex is formed, comprising a 2:2:4 stoichiometry of MTAs:HDACs:RBBPs (Millard *et al*, 2013, 2016; Smits *et al*, 2013; Zhang *et al*, 2016). While invertebrates predominantly have a single MTA protein orthologue, most vertebrates have three. The three mammalian MTA proteins are highly conserved, differing from each other predominantly at their C‐termini (Fig 1A). The MTA1 protein was originally identified because of its elevated expression in metastatic cell lines (Toh *et al*, 1994), and subsequently, all three MTA proteins have been shown to be upregulated in a range of different cancer types (Covington & Fuqua, 2014; Sen *et al*, 2014; Ma *et al*, 2016). The MTA1 and MTA3 proteins were shown to form distinct NuRD complexes in breast cancer cells and in B cells and were recruited by different transcription factors to regulate gene expression (Mazumdar *et al*, 2001; Fujita *et al*, 2003, 2004; Si *et al*, 2015). These studies did not detect biochemical interactions between MTA3 and the other MTA proteins, leading to the conclusion that MTA proteins are mutually exclusive within NuRD. In contrast, Mta1 was shown to interact with Mta2 in MEL cells, indicating that mutual exclusivity may be cell‐type‐specific (Hong *et al*, 2005). While all three *Mta* genes are expressed in ES cells, detailed biochemical analysis of interactions of MTA proteins with one another or with the various NuRD components in ES cells has not previously been described.

Functional evidence does not support a strict lack of redundancy amongst MTA proteins during mammalian development. While zygotic deletion of *Chd4* or *Mbd3* results in pre‐ or peri‐implantation developmental failure, respectively (Kaji *et al*, 2007; O'Shaughnessy‐Kirwan *et al*, 2015), mice deficient in any one of the three MTA proteins show minimal phenotypes. Mice lacking either *Mta1* or *Mta3* are viable and fertile (Manavathi *et al*, 2007; Mouse Genome Informatics), while mice lacking *Mta2* show incompletely penetrant embryonic lethality and immune system defects (Lu *et al*, 2008). In the current study, we took a systematic approach to dissecting MTA protein biochemical and functional diversity. We find that, in contrast to what has been described in somatic cells, MTA proteins are not mutually exclusive within NuRD in ES cells and serve largely redundant functions. Furthermore, ES cells lacking all three MTA proteins are viable and represent a complete NuRD null, allowing us to identify a previously undetected function for NuRD in early stages of lineage commitment.

## Results

### MTA proteins are not mutually exclusive within the NuRD complex in ES cells

The absence of a detected interaction between the MTA2 and MTA3 proteins in human cells (Fujita *et al*, 2003; Si *et al*, 2015), and the observation that different MTA proteins can show different protein–protein interactions in B cells (Fujita *et al*, 2004) have led to the conclusion that the MTA proteins are mutually exclusive within NuRD and could hence confer functional diversity to the NuRD complex (Lai & Wade, 2011). To investigate the biochemical specificity of the MTA proteins in an unbiased manner, we used gene targeting of endogenous loci to produce three different mouse ES cell lines in which an epitope tag was fused to the C‐terminus of each MTA protein (Fig 1A). Although *MTA* genes show different expression patterns in preimplantation mouse development, all three are expressed in peri‐implantation and early postimplantation epiblast, the tissue most similar to the naïve ES cell state (Fig EV1). We therefore considered ES cells to be a good system in which to investigate the function of MTA proteins.

**Figure EV1:**
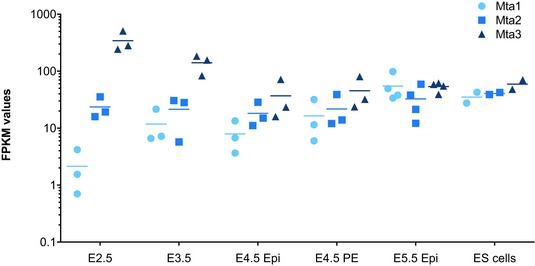
Expression of *MTA* genes during early mouse development RNA‐seq data from Boroviak *et al* (2014) plotted at indicated days of mouse development for each of the *MTA* genes. All data points are shown, with horizontal bars indicating the mean.

Each tagged protein was expressed at levels comparable to those of wild‐type proteins and was found to interact with other NuRD component proteins by immunoprecipitation (Fig 1B). Each MTA protein was also able to immunoprecipitate the other MTA proteins in addition to unmodified forms of itself (Fig 1B). Mta3 was barely detectable in Mta1‐3xFLAG immunoprecipitates by IP‐western blot (though robustly found by mass spectrometry, see below), but Mta1 was robustly detected associating with Mta3‐3xFLAG (Fig 1B). This could indicate that any Mta1‐Mta3‐containing NuRD complexes represent a relatively small proportion of nuclear Mta1, but a relatively large proportion of nuclear Mta3. Individual NuRD complexes contain two MTA proteins (Millard *et al*, 2013; Smits *et al*, 2013; Zhang *et al*, 2016), so the identification of an interaction between MTA proteins means that NuRD complexes in ES cells could contain either homodimers or heterodimers consisting of any combination of the three MTA proteins.

To investigate the potential biochemical diversification conferred by different MTA proteins in pluripotent cells, we used our tagged cell lines to identify proteins interacting with each of the MTA proteins by label‐free quantitative mass spectrometry. Each protein robustly co‐purified with all known NuRD component proteins, including each of the MTA proteins, confirming that MTA proteins are not mutually exclusive within NuRD in ES cells (Fig 1C). In addition to NuRD components, each of the MTA proteins co‐purified with Wdr5 as well as a number of zinc finger proteins, most of which had previously been identified as NuRD‐interacting proteins (Bode *et al*, 2016; Spruijt *et al*, 2016; Ee *et al*, 2017; Matsuura *et al*, 2017).

As NuRD is assembled from a deacetylase subcomplex and a remodeller subcomplex joined through the Mbd3 protein (Fig 1A), loss of Mbd3 is expected to result in dissociation of these two subcomplexes. Endogenous tagging for each MTA protein was performed in an ES cell line harbouring a floxed *Mbd3* allele, and IP/Mass spectrometry was repeated in ES cells after *Mbd3* deletion in order to enrich for interactions specific for the deacetylase subcomplex. The majority of interactions with non‐NuRD components was lost after *Mbd3* deletion, indicating that most of these proteins do not directly associate either with the MTA proteins or with the deacetylase subcomplex (Fig 1C). Exceptions to this were Zfp296, which was identified as interacting with all three MTA proteins in an *Mbd3*‐independent manner, and Pwwp2a, which co‐purified with Mta1 in both wild‐type and *Mbd3*‐null cells, consistent with recent reports (Link *et al*, 2018; Zhang *et al*, 2018). Notably, Zfp219 and Zfp512b both showed *Mbd3*‐independent interactions specifically with Mta2 (Fig 1C).

By quantitating the abundance of peptides sequenced in each experiment, we found that the interactomes for both Mta1 and Mta2 showed a depletion of peptides associated with the remodeller subcomplex (i.e. Chd4, Gatad2a/b and Cdk2ap1) in *Mbd3*‐null cells, whereas proteins associated with the histone deacetylase subcomplex (MTA proteins, Hdac1/2, Sall proteins and Rbbp4/7) remained present at similar levels (Fig 1D). In contrast, the Mta3 interactome showed an increased interaction with Mbd2 and no relative loss of either subcomplex in the absence of Mbd3. Thus, both Mta1 and Mta2 can form part of a stable histone deacetylase‐containing subcomplex in the absence of intact NuRD, but Mta3 is preferentially found in intact NuRD complexes. All three MTA proteins associated with Mbd2 in the absence of Mbd3, indicating that they all can contribute to Mbd2/NuRD. Together these data show that the MTA proteins are found exclusively within the NuRD complex in ES cells.

### MTA proteins show subtle differences in genome‐wide binding patterns

To test whether MTA proteins confer differential chromatin binding to NuRD complexes, we subjected our ES cell lines expressing epitope‐tagged MTA proteins to chromatin immunoprecipitation followed by high throughput sequencing (ChIP‐Seq). The binding profiles of the three proteins were largely, but not completely overlapping (Fig 2A and B). Mta3 binding was almost entirely associated with Mta1 and/or Mta2 binding, while 31% of Mta1 peaks and 22% of Mta2 peaks were not associated with any other MTA protein (Fig 2A and B). The overall efficiency of Mta3‐3xFLAG ChIP‐seq was lower than those for Mta1‐3xFLAG or Mta2‐GFP, possibly due to the lower levels of Mta3 present in ES cells, although replicates were highly correlated (Appendix Fig S1). While Mta3‐bound sites can therefore be identified with high confidence, it remains formally possible that “Mta1‐only” or “Mta2‐only” sites also contain Mta3, albeit at levels beneath the detection threshold of our ChIP‐seq. The vast majority of MTA peaks were also bound by Chd4, indicating that they represent NuRD‐bound regions (Figs 2C and D, and EV2A and B).

**Figure 2:**
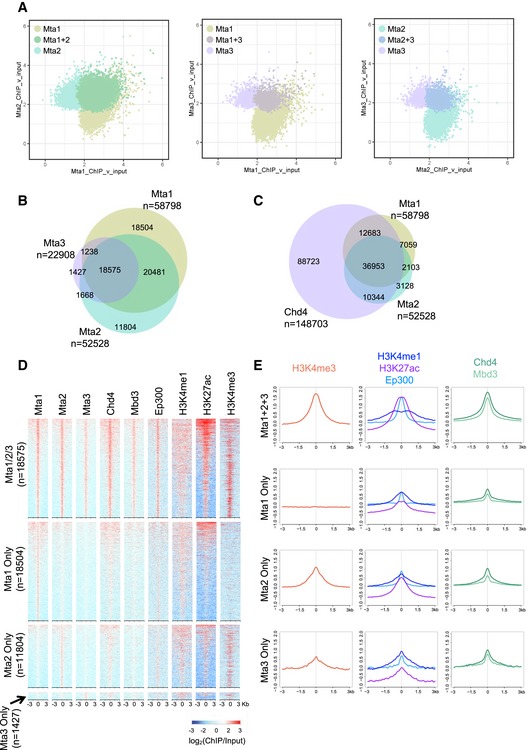
MTA proteins show similar chromatin binding patterns ChIP‐seq peaks identified for Mta1 and Mta2 (left), Mta1 and Mta3 (middle) or Mta2 and Mta3 (right) are plotted by enrichment for each protein. Peaks called for both proteins are indicated in the overlap.Overlap of peaks identified by ChIP‐seq for each MTA protein in wild‐type ES cells. Total peak numbers are indicated below each protein name. Each ChIP‐seq dataset was made from biological triplicates.Comparison of Mta1 and Mta2 peaks with Chd4 peaks, as in Panel (B).ChIP‐seq enrichment for indicated proteins or histone modifications is plotted across different subsets of Mta‐bound sites. Mta1/2/3 refers to peaks identified in all three ChIP‐seq datasets, whereas “Mta1 Only”, “Mta2 Only” or “Mta3 Only” refer to peaks only called for that protein.Average enrichment of density plots in (D) is plotted for different subsets of Mta ChIP‐seq peaks.

**Figure EV2:**
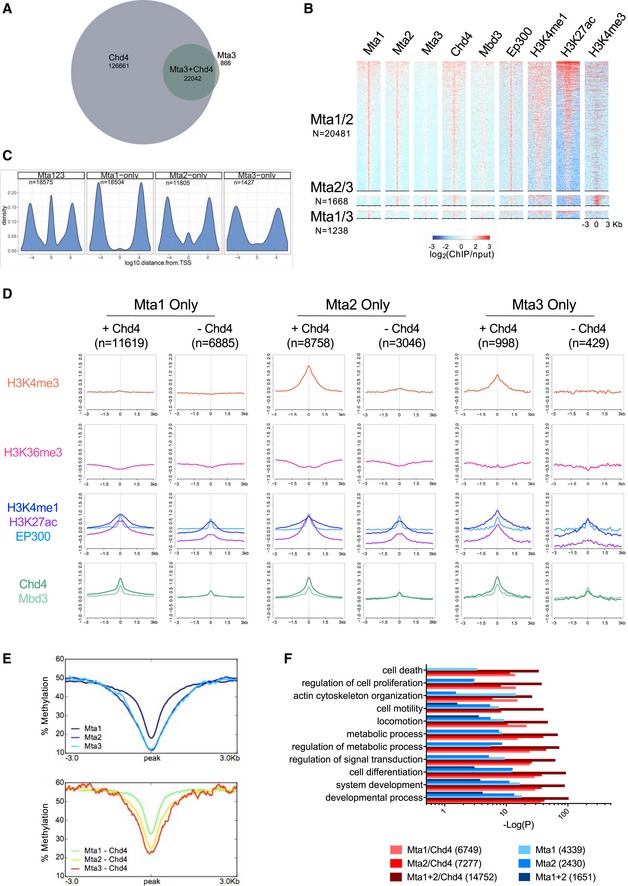
Chromatin features of MTA‐bound peaks Comparison of ChIP‐seq peaks for Mta3 and Chd4. The number of Mta3‐only, Chd4‐only or Mta3 + Chd4 peaks is indicated.Features of peaks containing two of the three MTA proteins, as in Fig 2D.Distribution of ChIP‐seq peaks identified as shared amongst all three MTA proteins (MTA123) or as unique for indicated MTA proteins is plotted relative to Refseq transcription start sites (TSS) on the *x*‐axis. Note distance is on a log_10_ scale.Average enrichment of indicated features is shown for peaks for each MTA protein which do or do not also contain Chd4. The number of peaks in each set is indicated as *n*.Average enrichment of DNA methylation across MTA peaks with or without Chd4, as in Panel (D).Significance of GO term enrichment for genes associated with peaks for different combinations of MTA proteins with or without Chd4.

Sites found associated with all three MTA proteins were highly enriched for Chd4 and Mbd3 binding, consistent with these being core NuRD binding regions (Fig 2D). These sites were also enriched for marks of active promoters (H3K4Me3, H3K27Ac) and active enhancers (H3K4Me1, H3K27Ac, P300; Fig 2D and E), both of which are hallmarks of NuRD‐associated regions (Miller *et al*, 2016; Bornelöv *et al*, 2018). The same was true for sites bound by any two of the three MTA proteins (Fig EV2B). The majority of sites occupied by one MTA protein, but not the other two, were also occupied by Chd4 but to a lesser extent than is seen at core NuRD sites (Fig 2D and E). Sites associated with all three MTA proteins, presumably representing core NuRD‐bound sites, were located both at transcription start sites and at distal locations, while sites bound by only one MTA protein were predominantly located distal to transcription start sites (Fig EV2C). Whereas Mta2‐only and Mta3‐only sites showed some enrichment for both H3K4Me1 and H3K4Me3, Mta1‐only sites showed no enrichment for H3K4Me3 (Fig 2D and E). In all cases, MTA‐only sites lacking Chd4, which could represent sites of binding by the histone deacetylase subcomplex only, showed characteristics of inactive enhancers, in that they were moderately enriched for H3K4Me1 and P300, but not for H3K4Me3, H3K27Ac or H3K36Me3 (Fig EV2D). None of the MTA‐bound sequences showed any enrichment for methylated DNA (Fig EV2E). Genes associated with binding by only one or two MTA proteins, with or without Chd4, are associated with a similar distribution of GO terms (Fig EV2F) which is not consistent with the idea that the MTA proteins are directing NuRD activity to specific gene subsets.

### Mta1/Mta2/Mta3 triple knockout is a total NuRD null

To investigate the degree of genetic redundancy amongst the different *MTA* genes, we obtained gene trap alleles for each gene from the European Conditional Mouse Mutagenesis Programme (Skarnes *et al*, 2011) as ES cell lines (*Mta1* and *Mta2*) or as embryos (*Mta3*) (Fig EV3A–C). ES cell lines were used for morula aggregation to create chimaeric mice which were subsequently outcrossed to establish a mouse line. Conditional deletion alleles were generated for each line, which was subsequently bred with females expressing Sox2‐Cre (Hayashi *et al*, 2002) resulting in deletion of floxed exons and the absence of any detectable protein production from each allele (Fig EV3D; see Materials and Methods for details). As has been reported previously, *Mta1* ^*−/−*^ and *Mta3* ^*−/−*^ mice were viable, and Mta2^−/−^ mice showed incompletely penetrant embryonic lethality (Manavathi *et al*, 2007; Lu *et al*, 2008).

**Figure EV3:**
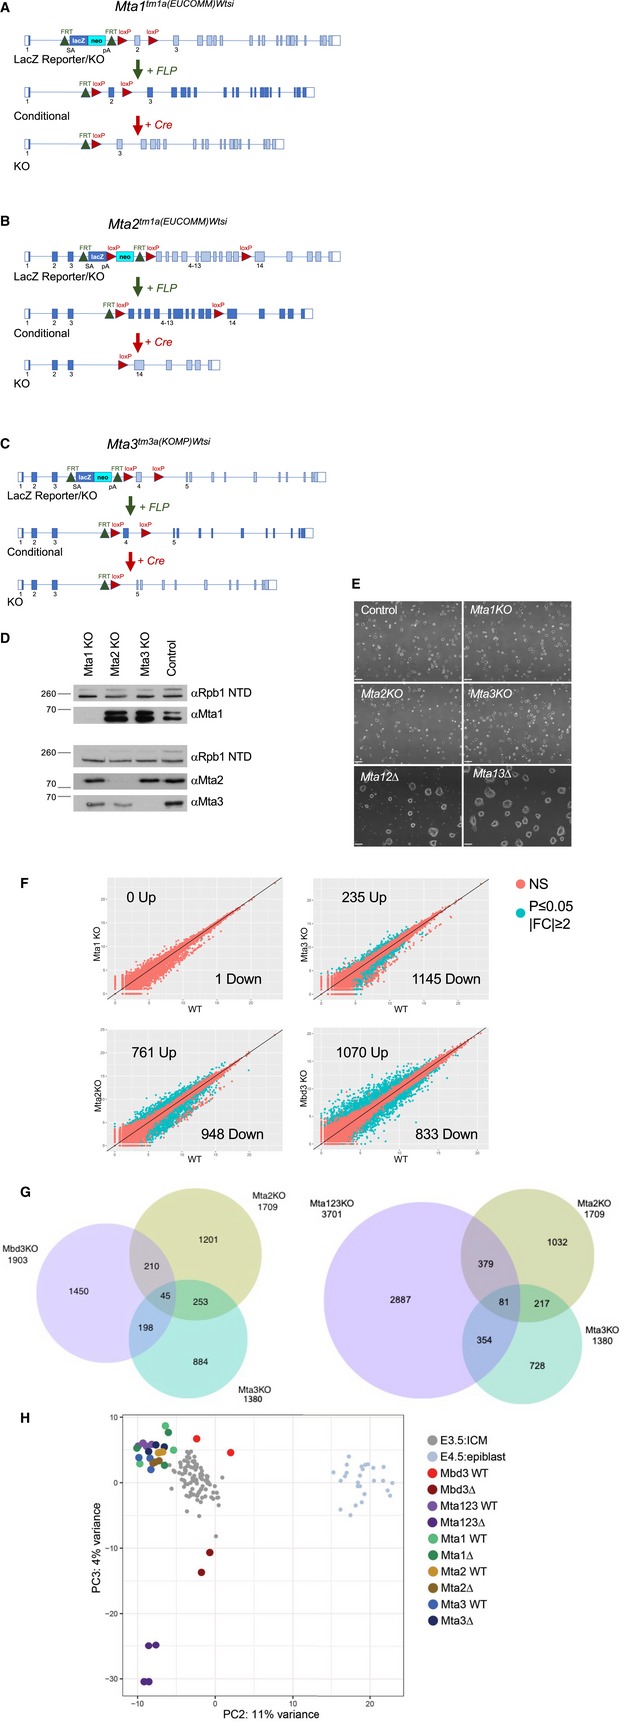
*Mta* reporter and knockout alleles Schematic of the *Mta1* “Knockout First” reporter allele *Mta1* ^*tm1a(EUCOMM)Wtsi*^ (Top). Exons are depicted as boxes, with normal coding exons as filled boxes. Exons around the insertion site are numbered. Coding exons not able to be translated in the depicted allele are shaded in light blue. The targeting resulted in an FRT‐flanked LacZ‐Neo fusion protein being expressed from the endogenous *Mta1* promoter and preventing transcription of most *Mta1* exons. Recombination between FRT sites is achieved by expression of FLP recombinase (Middle), removing the LacZ‐Neo cassette and restoration of Mta1 coding potential. Subsequent recombination between LoxP sites by Cre recombinase (Bottom) results in loss of exon 2 and subsequent exons are out of frame.Schematic of the *Mta2* ^*tm1a(EUCOMM)Wtsi*^ allele as in panel (A). In this allele, the neo gene is expressed from a human ß‐actin promoter and expression of Cre results in excision of exons 4–13.Schematic of the *Mta3* ^*tm3a(KOMP)Wtsi*^ allele as in panel (A).Western blot of nuclear extracts made from each single mutant probed with indicated antibodies. Anti‐Rbp1 NTD (RNA polymerase II) acts as a loading control.Phase‐contrast images of cell lines of indicated genotype in self‐renewing conditions. Scale bars indicate 100 μm.Comparison of gene expression in indicated *Mta* single mutant ES cells and wild‐type (WT) ES cells. Each circle represents a gene: red indicates genes that are not differentially expressed to a significant degree, and green indicates differentially expressed genes. The number of up‐ and downregulated genes defined with an adjusted *P*‐value < 0.05, and a log2 fold‐change > 1 is indicated in each plot. *N* = 3 for each genotype.Overlap of misexpressed genes in indicated single mutant ES cells. The number of genes in each overlap category is indicated.Gene expression data for each single *Mta* mutant ES line, the *Mbd3*∆ ES line and the *Mta123*∆ ES line and their control parental lines (WT) in self‐renewing (2iL) conditions are plotted relative to that of mouse embryonic single cell RNA‐seq data from Mohammed *et al* (2017) (smaller grey circles).

*Mta1*,* Mta2* or *Mta3*‐null ES cell lines derived from mice were morphologically indistinguishable from wild‐type ES cells, as were ES cell lines deficient for combinations of pairs of *MTA* genes (Fig EV3E). While some differences in gene expression could be identified between single mutants and their respective parent lines (Fig EV3F and G), these changes were not sufficient to make them distinct from wild‐type ES cells when compared to *Mbd3*‐mutant ES cells, 3.5 dpc ICM and 4.5 dpc epiblast (Fig EV3H). 

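RNA from each single-mutant ES cell line and from its parental or wild-type line, all grown in 2i/LIF (2iL), the medium with inhibitors of Mek and Gsk3 and the cytokine LIF that keeps mouse ES cells self-renewing, was sequenced from 3 libraries per genotype. The Mta1 and Mta3 mutants carry the Cre-deleted alleles and were compared with their own flox/flox parents, and the Mta2 mutant was compared with wild-type cells. The authors trimmed the reads, aligned them to the GRCm38 mouse genome with Tophat and counted them per gene with featureCounts on the Ensembl 86 annotation, and the deposited values are these counts without normalization. The files of these 18 libraries list almost only protein-coding genes (21626) and hold no spike-in RNAs. Counts summed to a median of 24765618 per library (range 19562500 to 25664864) for the Mta1 mutant and 21748556 (13105820 to 23545645) for its parent. The Mta2 mutant had a median of 35270262 counts (31273890 to 39904856) and the wild type 36638269 (34465827 to 40613585). For the Mta3 mutant the median was 24720556 (24489660 to 27964576) and for its parent 24094165 (13622624 to 25835914), so that 1 parental library each in the Mta1 and Mta3 series was counted at the lower end of these ranges. Table EV3 of the paper gives fewer unique reads per group than these counts, which amount to between 175% (Mta3 parent) and 285% (Mta2 wild type) of them. The values here use the counts. Each mutant was compared with its parent in edgeR (TMM normalization, filterByExpr on low counts, quasi-likelihood test, Benjamini-Hochberg adjustment), and a gene was called misexpressed with the thresholds of Fig EV3F, an adjusted p under 0.05 and an absolute log2 fold change above 1. Expression is given as CPM, the count of a gene scaled to the TMM-normalized library total, as mean ± SD over libraries. The libraries of a series share replicate numbers, and libraries of the same number deviated from their group means together in the Mta1 series (mean correlation across genes 0.582, against -0.292 for different numbers), less so in the Mta2 (0.118 and -0.0660) and Mta3 series (0.137 and -0.0717), so the counts of misexpressed genes were also computed with the replicate number as a block.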

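The targeted gene was measured first in each series. Mta2 (ENSMUSG00000071646, chromosome 19, 8941875 to 8952303 in GRCm38) was counted at 10.3 ± 1.24 CPM in the Mta2 mutant and 236 ± 12.0 CPM in wild type (SD, n = 3 each), a log2 fold change of -4.50 (standard error 0.09, adjusted p = 1.11e-09, edgeR). Mta3 (ENSMUSG00000055817, chromosome 17, 83706163 to 83821516) fell from 67.4 ± 5.17 to 11.2 ± 1.74 CPM in the Mta3 mutant, a log2 fold change of -2.63 (standard error 0.15, adjusted p = 5.53e-04, edgeR). Mta1 (ENSMUSG00000021144, chromosome 12, 113098278 to 113137206) was lower in the Mta1 mutant in each of the 3 same-numbered pairs, at 43.4 ± 4.41 against 84.5 ± 17.2 CPM, but the log2 fold change of -0.97 (standard error 0.18) had an adjusted p of 1 in edgeR, where no gene of this series passed the correction. In the Mta1 mutant 0 of 14561 genes tested were misexpressed in either direction, 50 genes having an unadjusted p under 0.05, and the replicate block left this at 0 with 468 genes at that unadjusted level. The biological coefficient of variation, the spread between replicates beyond counting noise, was 0.307 for the Mta1 mutant and 0.382 for its parent, against 0.0829 and 0.140 for the Mta2 mutant and wild type and 0.219 and 0.213 for the Mta3 mutant and parent. The Y-linked genes Ddx3y and Eif2s3y were below 1 CPM in every Mta2-series library, but present in only part of the libraries of each Mta1 and Mta3 group. All Mta2 wild-type libraries also shared a raised chromosome 3 median (0.52 to 0.54). If the libraries of an Mta2-series group come from the same line, its p-values can be too small. Numbers of misexpressed genes are therefore not compared between the series as sizes of effect. In the Mta2 mutant 828 genes were increased and 942 decreased among 15602 tested (821 and 930 with the replicate block), and the setting that moved these counts most among those that keep the thresholds, one fit of all 18 libraries, gave 604 and 656. In the Mta3 mutant 126 genes were increased and 815 decreased among 15522 (114 and 867 with the block). The Mta3 result depended on single replicates: leaving out replicate 1 left 0 increased and 2 decreased genes (2913 at an unadjusted p under 0.05), leaving out replicate 3 left 1 and 1, and leaving out replicate 2 gave 246 and 1097. The genes with the largest increase in the Mta2 mutant were Krtdap, with a log2 fold change of 5.50 (standard error 0.14, adjusted p = 5.91e-09, edgeR; 16.0 against 0.350 CPM), and Phf19, with 4.79 (standard error 0.15, adjusted p = 1.84e-08). Tdpoz4 (-6.02, standard error 0.49, adjusted p = 1.02e-05) and Gm10696 (-4.88, standard error 0.17, adjusted p = 3.32e-08) decreased most in edgeR, but both belong to multicopy families whose reads counting could split, and both lie on chromosome 3, where the median log2 fold change of 636 expressed genes was -0.51 in this mutant. In the Mta3 mutant Trh (3.67, standard error 0.92, adjusted p = 0.0337, edgeR) and Mt4 (2.99, standard error 0.82, adjusted p = 0.0427) increased most, and Gm11239 (-5.65, standard error 1.02, adjusted p = 0.0190) and Col3a1 (-6.09, standard error 1.53, adjusted p = 0.0338) decreased most; Mt4 lost significance in each of the 3 fits that left out a replicate and the other genes in 2 of them. The Mta3 parent also had more counts on olfactory receptor genes, which are taken to be silent in ES cells, at 132 ± 77.1 CPM against 55.2 ± 29.9 CPM in the Mta3 mutant. Of the remaining MTA genes, Mta1 rose by 0.69 on the log2 scale in the Mta2 mutant (standard error 0.12, adjusted p = 0.00117, edgeR), while Mta3 in the Mta2 mutant (-0.13, adjusted p = 0.066) and Mta2 in the Mta3 mutant (0.32, adjusted p = 0.0694) stayed above the threshold on p.

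**Figure D1:**
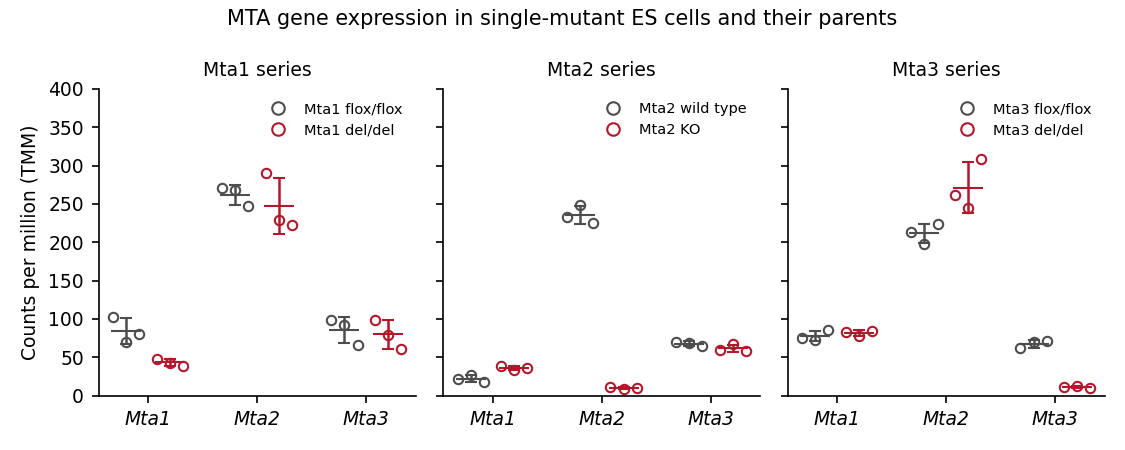
Expression of Mta1, Mta2 and Mta3 in CPM after TMM normalization (vertical axis) in each single-mutant series, with parental or wild-type libraries in grey and mutant libraries in red; circles are libraries (n = 3 per group) and bars show the mean ± SD. In each panel the targeted gene is lower in the mutant, at 43.4 CPM for Mta1, 10.3 CPM for Mta2 and 11.2 CPM for Mta3.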

We therefore concluded that any gene expression changes identified in single mutant ES cells were unlikely to be of consequence during early development, and that MTA proteins show functional redundancy during early mammalian development.

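Among the 15083 genes tested in both the Mta2 and the Mta3 series, 290 were misexpressed in both mutants, against 91.7 if the lists were unrelated (p = 1.08e-79, Fisher's exact test, 2-sided, given as a description since genes are not independent). Of the shared genes 213 (73.5%) changed in the same direction. The replicate block gave 283 shared genes and DESeq2 358. With replicate 1 or replicate 3 left out the Mta3 list held only 2 genes in all, so the overlap rests on those libraries. Olfactory receptor counts were higher in the reference group of both series, and such background could give shared decreases. The Mta1 mutant added no gene to an overlap at the thresholds used. The embryonic single-cell data and the Mbd3∆ libraries to which Fig EV3H relates the single mutants were not analysed here. From the position of the single mutants beside wild-type cells in that comparison, the paper reasons that their expression changes were unlikely to matter in early development, and it concludes that the MTA proteins are functionally redundant at that stage.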

*Mta1* ^*−/−*^ *Mta2* ^*−/−*^ *Mta3* ^*Flox/Flox*^ ES cells (*Mta12∆*) were subsequently created and expanded in culture. After transfection with a Cre expression construct to induce deletion of both *Mta3* alleles, we recovered ES cells lacking all three MTA proteins (see Materials and Methods for details; Fig 3A). These *Mta1* ^*−/−*^ *Mta2* ^*−/−*^ *Mta3* ^*−/−*^ ES cells (subsequently referred to as *Mta123∆*) appeared morphologically normal in standard, 2i + LIF culture (Fig 3B), but showed a considerable degree of spontaneous differentiation in serum/LIF culture. MTA proteins are therefore dispensable for ES cell viability.

**Figure 3:**
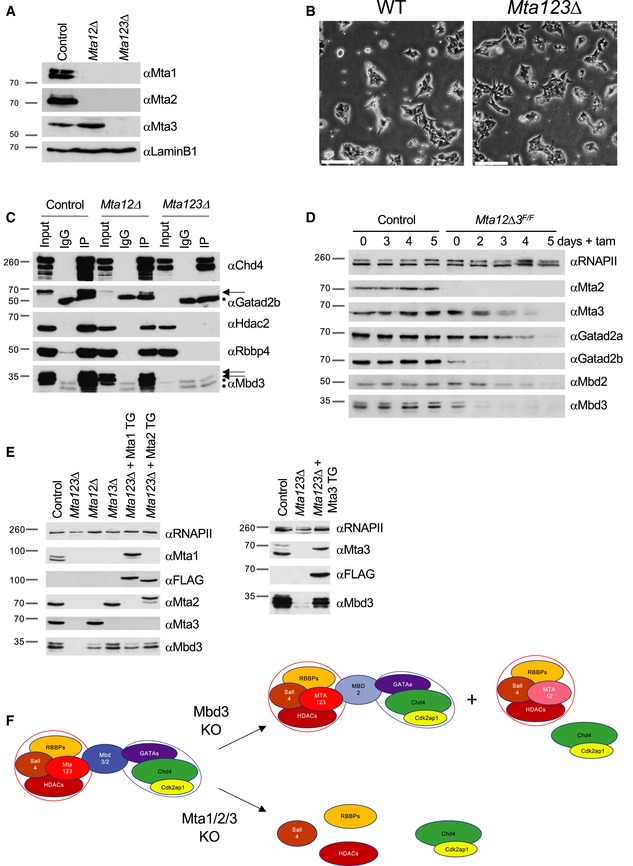
Mta1/Mta2/Mta3 triple‐null ES cells represent a complete NuRD KO Western blots of wild‐type (Control), double or triple‐null ES cell nuclear extract were probed with antibodies indicated at right. LaminB1 acts as a loading control. Approximate sizes are indicated in kDa.Phase‐contrast images of wild‐type or *Mta123∆* ES cells in 2i+LIF conditions. Scale bars represent 100 μm.Western blots of anti‐Chd4 immunoprecipitation of nuclear extract from indicated cell lines (top) probed with antibodies indicated at right. For the Gatad2b and Mbd3 blots, arrowheads indicate target proteins, while an asterisk marks a non‐specific IgG bands. 10% of the input was loaded into “Input” lanes. Approximate sizes are indicated in kDa.Western blot of a time course of *Mta3* deletion in *Mta1∆Mta2∆Mta3* ^*Flox/Flox*^ *: Cre‐ER* (*Mta12∆3* ^*F/F*^) or Control (*Mta12∆3* ^*F/F*^ without Cre‐ER) ES cells probed for indicated NuRD component proteins or RNA polymerase II as a loading control (αRNAPII). The time course is indicated at the top as Days + tamoxifen.Western blot showing rescue of *Mta123*∆ ES cells by ectopic expression of Mta1, Mta2 or Mta3 from a transgene (TG). Total RNA polymerase II acts as a loading control (αRNAPII). For all western blots, molecular weight is indicated at left in kDa.Model of NuRD complex structure. Upon loss of Mbd3, most of the NuRD complex falls apart into the Chd4‐containing remodeller subcomplex and the MTA‐containing deacetylase subcomplex, but some intact Mbd2‐NuRD still remains. Upon loss of all three MTA proteins, no intact NuRD remains, both Mbd3 and Gatad2a/b become unstable and neither of the intact subcomplexes remain.

Structurally, MTA proteins bridge an interaction between the deacetylase subcomplex with Mbd3 and the remodelling subcomplex (Fig 1A) so we predicted that loss of all three MTA proteins would prevent NuRD formation. Consistent with this prediction, we could detect no interactions between Chd4 and components of the deacetylase subcomplex (Hdac2, Rbbp4) in *Mta123∆* ES cell nuclear extract by immunoprecipitation of endogenous proteins (Fig 3C). 

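RNA from control and Mta123∆ ES cells was sequenced from cells in 2iL and from cells 48 h after removal of the inhibitors and LIF. There were 4 libraries per genotype and culture, numbered as 2 libraries from each of 2 lines, whereas the legend of Fig 4A gives N = 3 and Table EV3 gives 4 replicates. The paper's text does not say which libraries made up the 3, so all 4 were used. The sample labels and the names of the deposited files give opposite cultures for these 16 libraries. The labels were followed. Since the pluripotency-associated genes Esrrb, Nanog, Klf4 and Zfp42 were higher in the control libraries labelled 48 h than in those labelled 2iL, the groups are called libraries labelled 2iL and libraries labelled 48 h throughout. Exchanging the labels exchanges the 2 comparisons of Mta123∆ with control and reverses the direction of every change with culture. The pluripotency-associated genes and the file names argue against the labels as given. Values labelled 2iL may therefore belong to cells 48 h after removal of the inhibitors and LIF. The authors' alignment and counting were as for the single mutants, but on paired-end reads, and the files list 48709 genes and 92 ERCC spike-in RNAs. Control libraries labelled 2iL had a median of 48401786 counts (range 44634515 to 50880254) and Mta123∆ libraries labelled 2iL 43975067 (40819833 to 47496897). For libraries labelled 48 h the medians were 42227583 (37855790 to 57602285) in control and 46011230 (43910318 to 54279779) in Mta123∆. The summed counts of a group were between 53.0% and 65.1% of the unique reads in Table EV3. Normalization, test and thresholds were those used for the single mutants, and scaling on the spike-in counts was an alternative. Libraries with the same number did not deviate together between control and Mta123∆ (mean correlation across genes -0.138 for libraries labelled 2iL and -0.0547 for those labelled 48 h, against 0.0459 and 0.0182 for different numbers), so the numbers do not pair the genotypes, and the fit with the replicate number as a block is given beside the fit without it. The 2 lines of a genotype were not alike. The 4 Mta123∆ libraries labelled 2iL had a biological coefficient of variation of 0.264 (0.125 in control), but 0.0628 and 0.0739 within line 1 and line 2. Libraries of a line are thus not independent samples, and tests on all 4 libraries can give p-values that are too small. Fits with the libraries of each line summed, where given, take the line as the sample. Genes of chromosome 8 had a median log2 difference of -0.17 between control line 1 and line 2 (907 genes, libraries labelled 2iL), and genes of chromosome 1 before position 90958133 one of -0.46 between Mta123∆ line 1 and line 2 (475 genes).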

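In the libraries labelled 2iL, Mta2 was counted at 8.99, 8.01, 5.16 and 4.75 CPM in the 4 Mta123∆ libraries and at 128.4, 109.8, 124.8 and 123.6 CPM in the 4 control libraries, a log2 fold change of -4.17 (standard error 0.21, adjusted p = 2.73e-06, edgeR). Mta3 was counted at 22.0, 23.8, 14.1 and 16.1 CPM against 74.7, 68.7, 56.6 and 58.2 CPM (log2 fold change -1.76, standard error 0.18, adjusted p = 6.77e-05, edgeR). Mta1 kept 59.1% of its control counts, at 29.0, 29.9, 19.6 and 20.0 CPM against 34.7, 37.5, 46.1 and 48.3 CPM (log2 fold change -0.76, standard error 0.18, adjusted p = 0.0061, edgeR). Counts per gene include reads from exons that a deletion leaves in place. Mbd3 (ENSMUSG00000035478, chromosome 10, 80392539 to 80399550) was counted at 29.3, 29.2, 40.7 and 35.1 CPM in Mta123∆ and at 37.5, 32.2, 35.6 and 36.5 CPM in control. Its log2 fold change of -0.08 (standard error 0.11, adjusted p = 0.594, edgeR) did not exceed the differences between replicates. In edgeR it was -0.09 with the replicate block (adjusted p = 0.497), between -0.18 and 0.01 with each replicate left out, and 0.19 in the libraries labelled 48 h (adjusted p = 0.0787). Gatad2b (ENSMUSG00000042390, chromosome 3, 90293178 to 90363407) was counted at 61.4, 63.2, 63.0 and 65.3 CPM in Mta123∆ and at 50.3, 50.5, 50.3 and 52.0 CPM in control. This log2 fold change of 0.32 (standard error 0.05, adjusted p = 9.21e-04, edgeR) was below the threshold on fold change but larger than the SD in either group, and it stayed at 0.32 with the block (adjusted p = 0.00688). When the 2 libraries of each line were summed it was 0.31 with an adjusted p of 0.11 (edgeR, n = 2). Gatad2a (ENSMUSG00000036180, chromosome 8, 69907076 to 69996384) changed by 0.42 (standard error 0.07, adjusted p = 8.13e-04, edgeR) and Chd4 (ENSMUSG00000063870, chromosome 6, 125095981 to 125130591) by -0.22 (standard error 0.06, adjusted p = 0.016), the latter losing significance in 2 of the 4 fits that left out a replicate. Mbd2 (ENSMUSG00000024513, chromosome 18, 70568189 to 70626131) rose from 10.5 ± 0.651 to 23.5 ± 3.59 CPM (SD, n = 4), a log2 fold change of 1.16 (standard error 0.12, adjusted p = 7.92e-05, edgeR). The protein levels in the western blots of Figs 3C and EV4A were not analysed here. The paper sets them against transcription of Gatad2b and Mbd3 and proposes that the MTA proteins stabilise both proteins.

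**Figure D2:**
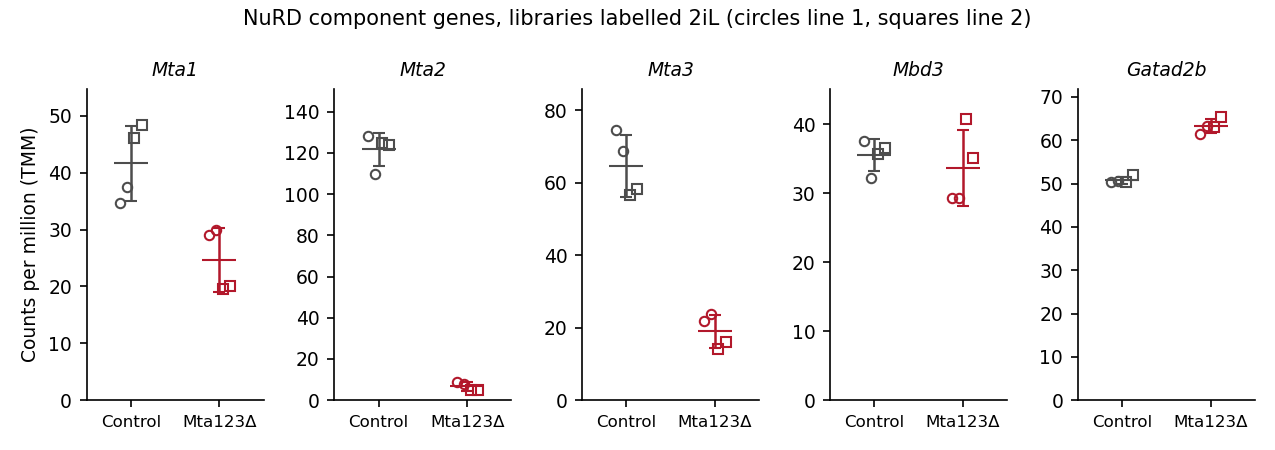
Expression of 5 NuRD component genes in CPM after TMM normalization (vertical axes, each from 0 and on its own scale) in control (grey) and Mta123∆ (red) libraries labelled 2iL; circles are libraries of line 1, squares libraries of line 2, and bars the mean ± SD (n = 4). Mta2 and Mta3 are lower in every Mta123∆ library, the Mbd3 values overlap, and every Gatad2b value is higher in Mta123∆ than in control.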

Surprisingly, despite being transcribed at normal levels, both Gatad2b and Mbd3 proteins were present at reduced levels in *Mta12*∆ cells and barely detectable in *Mta123∆* cells (Figs 3C and EV4A), indicating that the MTAs are important for the stability of both of these proteins. To investigate this further, we monitored loss of protein stability in *Mta1* ^*−/−*^ *Mta2* ^*−/−*^ *Mta3* ^*Flox/Flox*^ ES cells after deletion using a tamoxifen‐inducible Cre (Fig 3D). Loss of Mbd2, Mbd3, Gatad2a and Gatad2b protein stability was all coincident with loss of Mta3 protein, although Mbd3 and Gatad2b were already at reduced levels in the starting cell line (*Mta12∆Mta3* ^*Flox/Flox*^) (Fig 3D). Gatad2b and Mta3 also show reduced protein stability in *Mbd3*∆ ES cells, indicating that a particular inter‐dependency exists between these three proteins for stability (Fig EV4B). Furthermore, introduction of either Mta1, Mta2 or Mta3 into *Mta123∆* ES cells at levels comparable to wild‐type expression resulted in restoration of Mbd3 protein levels, demonstrating that contact with at least one of the MTA proteins is sufficient for Mbd3 protein stability (Fig 3E). In contrast to *Mbd3*‐null ES cells which display a significant depletion, but not a complete loss of NuRD due to partial compensation by Mbd2 (Kaji *et al*, 2006), *Mta123∆* ES cells were completely devoid of any detectable intact NuRD (Fig 3C and F). The *Mta123∆* ES cells are thus a total NuRD‐null ES cell line, which allowed us to examine, for the first time, the consequences of a complete loss of the NuRD complex in a viable mammalian cell system.

**Figure EV4:**
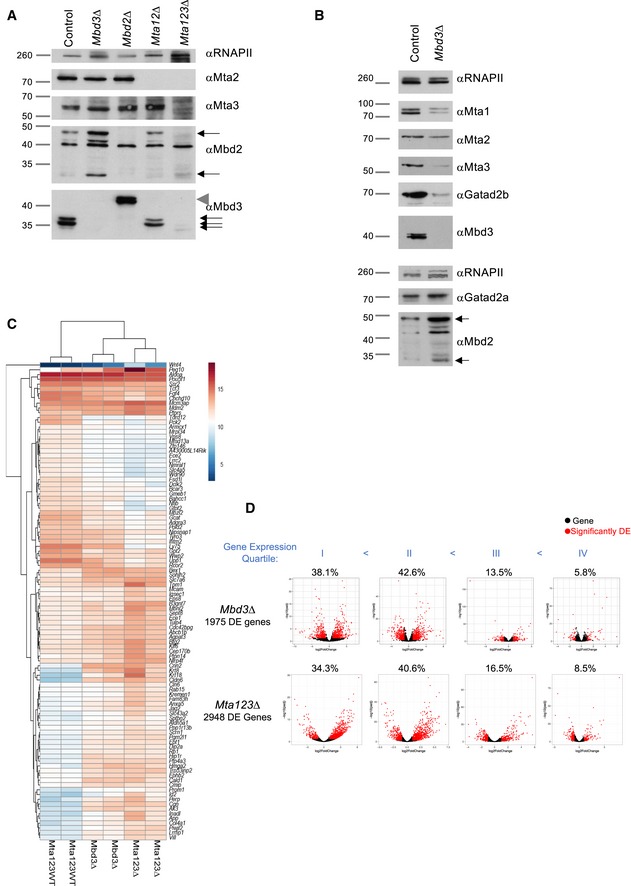
Control of gene expression by the MTA proteins Western blot of nuclear extract from cell lines indicated at the top in 2iL conditions probed with antibodies listed at right. Arrows indicate the locations of the two Mbd2 isoforms in the anti‐Mbd2 panel, and of the three Mbd3 isoforms in the anti‐Mbd3 panel. The grey triangle indicates the location of Mbd3‐3xFLAG, which was present in the *Mbd2*∆ line used. A non‐specific band at ∼ 40kDa is present in all lanes in the αMbd2 panel. Anti‐Rbp1 NTD (αRNAPII) acts as a loading control. Approximate sizes are indicated at left in kDa.Western blot of indicated proteins in wild‐type and *Mbd3∆* ES cells in 2iL conditions. Anti‐Rbp1 NTD (αRNAPII) acts as a loading control.Comparison of gene expression changes in wild‐type (*Mta123WT* = control ES cell line derived at the same time as the parent of the *Mta123∆* ES cell line), *Mbd3∆* and *Mta123∆* ES cells in self‐renewing (2iL) conditions. The top 100 genes contributing to PC2 from Fig 5E are shown.Common ChIP‐seq peaks for Chd4 and all three MTA proteins (Core NuRD peaks) were assigned to the nearest genes. These genes were then divided into four equal groups based upon expression levels in wild‐type cells, and their expression in *Mbd3*∆ ES cells (top panels) or *Mta123*∆ ES cells (bottom panels) is plotted relative to that in wild‐type ES cells. Change in gene expression is plotted on the *x*‐axis and calculated significance of the expression change on the *y*‐axis. Those genes significantly misexpressed (|log2FC| > 1; *P* ≤ 0.05) are indicated in red, and genes showing no significant change are plotted in black. The percentage of misexpressed genes located within each quartile is indicated above each graph.

### NuRD suppresses transcriptional noise

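Of 21651 genes tested in the libraries labelled 2iL, 2861 were increased and 1609 decreased in Mta123∆ ES cells, a ratio of 1.78. The replicate block gave 2681 and 1561 (ratio 1.72), and leaving out each replicate number in turn gave between 2564 and 2964 increased and between 1448 and 1674 decreased genes, with ratios from 1.67 to 1.83. Among settings that keep both thresholds, summing the libraries of each line moved the counts most, to 1878 and 956 (ratio 1.96). DESeq2 called 3717 and 1939 (1.92), and scaling on the spike-in RNAs gave 2966 and 1562 (1.90). Akr1cl (chromosome 1, 65012689 to 65032759) increased most, from 0.438 ± 0.246 to 213 ± 67.0 CPM (SD, n = 4), a log2 fold change of 8.91 (standard error 0.38, adjusted p = 1.32e-06, edgeR); it lies in the part of chromosome 1 whose genes differed between the Mta123∆ lines. Arsi (8.08, adjusted p = 2.12e-04, edgeR), Tnnt3 (7.62, 2.00e-04), Ly6a (7.60, 3.94e-05) and Lrrc15 (7.56, 2.83e-05) followed, all higher in each of the 4 same-numbered pairs, although the log2 fold change of Lrrc15 was -0.04 in the libraries labelled 48 h. The largest decrease was in Gm45660, an annotation of about 150 bases, with a log2 fold change of -7.98 (standard error 0.40, adjusted p = 2.59e-06, edgeR). Dgkb (-5.84, adjusted p = 2.03e-05, edgeR) and Xirp2 (-5.44, 4.13e-04) decreased in every pair. Mir692-2 (-6.38, adjusted p = 0.0109, edgeR) and Ftl1-ps2 (-5.58, 0.0135) each lost significance in 2 of the 4 fits that left out a replicate, Mir692-2 also with the replicate block (adjusted p = 0.113), and reads of Mir692-2, Ftl1-ps2, Gm45660 and Ly6a could be shared with near-identical copies elsewhere.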

Twice as many genes showed an increase rather than a decrease in expression levels in *Mta123∆* ES cells compared to control ES cells by RNA‐seq (Fig 4A). The ratio of increased to decreased gene expression in *Mta123∆* cells was very similar for genes bound by all three MTA proteins, Mta1+2, Mta1 only or Mta2 only (Fig 4B). NuRD's global impact on transcription is therefore not grossly altered by the inclusion or absence of individual MTA subunits.

**Figure 4:**
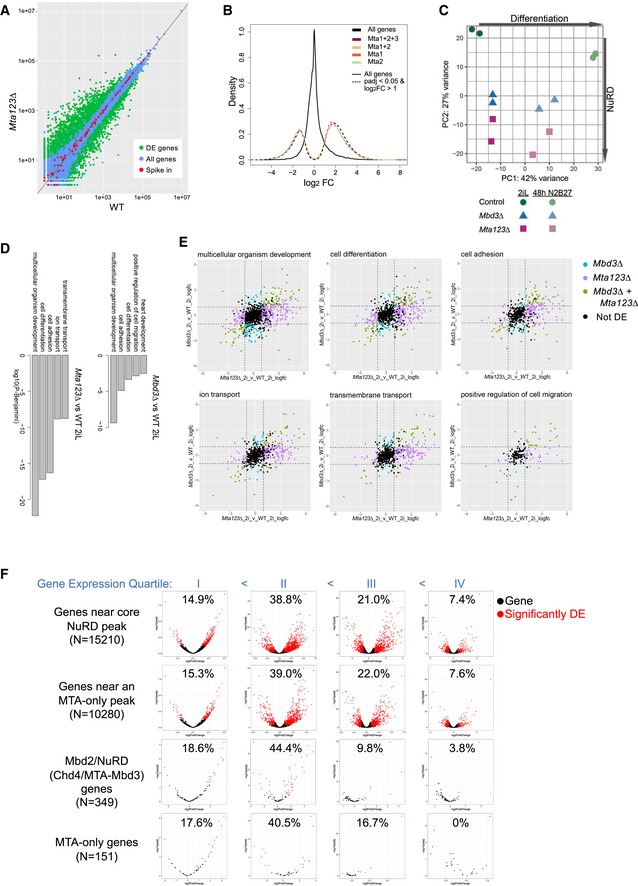
MTA proteins act redundantly to control gene expression Comparison of gene expression in *Mta123*∆ ES cells and wild‐type (WT) ES cells. Red circles indicate spike‐in controls, blue circles indicate genes that are not differentially expressed to a significant degree, and green circles indicate differentially expressed genes (2,404 increased, 1,293 decreased) defined with an adjusted *P*‐value < 0.05 and a log2 fold‐change > 1. *N* = 3 for each genotype.Fold‐change in gene expression is plotted for different subsets of genes. All genes are plotted in black, while subsets of genes located nearest to ChIP‐seq peaks for the indicated proteins +Chd4 and which show significant changes in expression compared to wild‐type cells are plotted in dashed coloured lines as indicated. The number of genes in each of the Mta categories are as follows: all genes (32,271), all differentially expressed (*n* = 3,701), Mta1 + 2 + 3 (*n* = 1,738), Mta1 + 2 (*n* = 1,460), Mta1 (*n* = 1,020) and Mta2 (*n* = 924).Principal component analysis of RNA‐seq data from ES cell lines of indicated genotypes in either self‐renewing conditions (2iL) or after 48 h in the absence of two inhibitors and LIF (48 h N2B27). Each point represents a biological replicate.GO term enrichment for genes differentially expressed in *Mta123*∆ ES cells (left) or *Mbd3∆* ES cells (right) compared to wild‐type cells in 2iL conditions. For each comparison, the top five most significant gene ontology terms are plotted by log_10_ of the Benjamini‐adjusted p‐value. The significant GO terms and *P*‐values were calculated using David v.6.8 (da Huang *et al*, 2009a).Genes associated with indicated GO terms plotted by fold‐change in expression in *Mta123∆* ES cells (*x*‐axis) or *Mbd3∆* ES cells (*y*‐axis). Genes are coloured if they are differentially expressed (log2 fold‐change > 1 and adjusted *P*‐value < 0.05) in either comparison as indicated. The dotted lines show the fold‐change cut‐off of 2. GO terms were identified using David v.6.8 using a Benjamini score with a cut‐off of 0.05.Genes associated with core NuRD peaks, with an MTA‐only peak, with a Chd4 peak and an MTA‐peak but not an Mbd3 peak (Chd4 + Mta‐Mbd3 genes), or with an MTA‐peak but not a Chd4 peak (MTA‐only genes) were divided into quartiles based upon expression levels in wild‐type cells. Change in gene expression is plotted on the *x*‐axis and calculated significance of the expression change on the *y*‐axis. Those genes significantly misexpressed (|log2FC| > 1; *P *≤ 0.05) are indicated in red, and genes showing no significant change are plotted in black. The percentage of genes within each quartile which is significantly misexpressed is indicated at the top of each plot.

Comparing global gene expression profiles using principal component analysis (PCA) showed that *Mta123∆* and *Mbd3∆* ES cells in self‐renewal conditions were more similar to each other than either was to wild‐type cells (Fig 4C). *Mta123∆* ES cells were most distinct from wild‐type cells, consistent with them representing a more complete NuRD knockout (Fig 4C). 

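The distance between a pair of libraries was taken as the root mean square difference in log2 CPM over 22973 genes. In the libraries labelled 2iL it averaged 1.15 between control and Mta123∆ (range 1.04 to 1.30 over 16 pairs), against 0.466 within control (0.384 to 0.516) and 0.778 between the 2 Mta123∆ lines. Libraries of the same Mta123∆ line were 0.385 apart. In the libraries labelled 48 h the distance from control to Mta123∆ was 1.19, with 0.523 within control and 0.743 between Mta123∆ lines. Every distance between genotypes was thus larger than every distance within a genotype under the same label. In a PCA of the 16 control and Mta123∆ libraries the first component held 40.0% of the variance and the second 33.4%; control and Mta123∆ libraries did not overlap on the first. The Mbd3∆ libraries of Fig 4C were not analysed here.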

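For the genes legible in Fig EV4C, the libraries labelled 2iL gave a direction that could be set beside the figure in 30 cases. The paper chose these genes as top contributors to the second principal component of Fig 5E, which included its control and Mta123∆ expression data. Their directions therefore retrace the figure and are not an independent test. All 10 genes drawn as decreased in Mta123∆ ES cells had a negative log2 fold change, from -3.98 to -0.64 with a median of -1.67, and 9 passed both thresholds. All 20 drawn as increased had a positive one, from 0.92 to 5.09 with a median of 2.26, and 19 passed both thresholds. Upp1 fell from 237 ± 63.1 to 15.1 ± 8.40 CPM (SD, n = 4; log2 fold change -3.98, standard error 0.42, adjusted p = 8.84e-05, edgeR). In edgeR Krt8 rose from 5.14 ± 0.720 to 97.8 ± 78.1 CPM (4.26, standard error 0.64, adjusted p = 5.97e-04), Krt18 from 7.24 ± 1.52 to 95.1 ± 78.7 CPM (3.72, standard error 0.66, adjusted p = 0.00151) and Wnt4 from 0.156 ± 0.0798 to 5.37 ± 4.54 CPM (5.09, standard error 0.82, adjusted p = 8.64e-04), each with an SD in Mta123∆ near its mean, as line 1 was counted above line 2. Under the 48 h label the medians of the same genes were -1.29 and 2.68. Mbd3∆ ES cells, the other side of this comparison, were not analysed here.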

Consistent with this, genes driving the NuRD‐specific separation (Principal Component 2; PC2) were generally misexpressed to a greater degree in *Mta123∆* ES cells than in *Mbd3∆* ES cells (Fig EV4C). Genes misexpressed in either *Mbd3∆* or *Mta123∆* ES cells were most significantly associated with the same top three GO terms, but the significance was greater in *Mta123∆* ES cells as these cells misexpressed more genes in each category and generally to a greater extent than did the *Mbd3∆* cells (Figs 4D and E, and EV4C).

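Peaks were not used here, so all genes tested in the libraries labelled 2iL, and not those near core NuRD peaks, were divided into 4 quartiles by mean control CPM, with bounds at 1.13, 7.45 and 31.7 CPM. From the lowest to the highest quartile, 45.2%, 31.6%, 14.9% and 8.30% of the misexpressed genes fell in each, and 37.3%, 26.1%, 12.3% and 6.85% of the genes of each quartile were misexpressed. Directions are not compared between quartiles, since the filter keeps a gene near 0 CPM in control only if it is counted in Mta123∆: of 272 genes tested below 0.1 CPM in control, 271 were increased. The lower 2 quartiles together held 3434 of 4470 misexpressed genes, or 76.8% (95% binomial confidence interval 75.6% to 78.0%, Wilson, counting error only). Under the 48 h label they held 80.7% (79.5% to 81.9%, 3404 of 4218 genes). With quartiles of the mean over both genotypes the share labelled 2iL was 71.5%, and without the filter on low counts, when genes with a single count enter the quartiles, it was 43.6%.

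**Figure D3:**
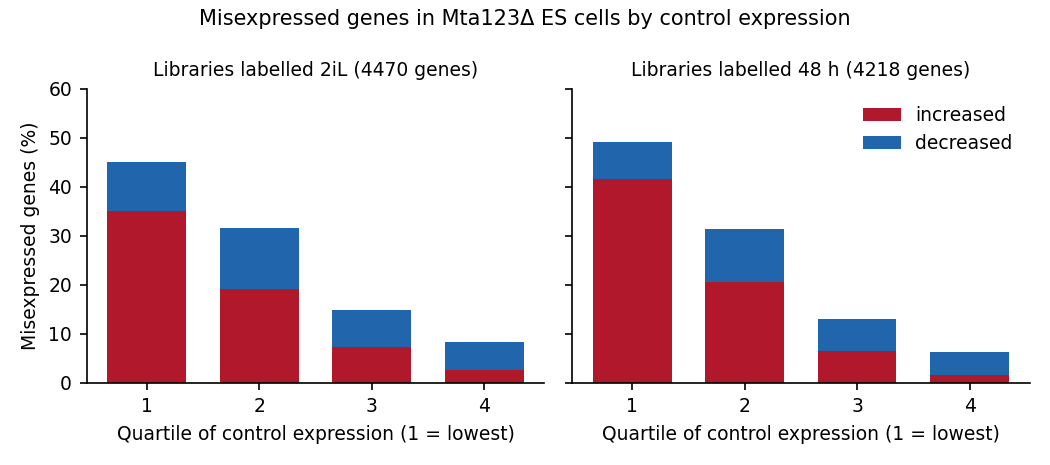
Percent of the misexpressed genes (vertical axis) in each quartile of mean control expression (horizontal axis, 1 is the lowest), for libraries labelled 2iL (4470 genes) and labelled 48 h (4218 genes); red is the part increased and blue the part decreased in Mta123∆ ES cells. In both panels the bars fall from the lowest quartile to the highest; the filter on low counts in part fixes the direction in the lowest.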

Genes misexpressed in *Mta123*∆ ES cells were predominantly those normally expressed at lower levels (Fig EV4D). A very similar pattern was seen if we considered genes misexpressed in *Mbd3*∆ ES cells, with the major difference being that more genes were misexpressed in the *Mta123*∆ cells. The predominant biochemical difference between the *Mbd3*∆ cells and *Mta123*∆ cells was the lack of Mbd2/NuRD and of the MTA/HDAC subcomplex in the triple mutants, so we next asked whether we could detect evidence for specific functions for either of these complexes in ES cells. We identified genes near core NuRD peaks (*N* = 15,210), near Mta‐only peaks (regardless of the presence of a NuRD peak; *N* = 10,280), genes associated with NuRD components Chd4 and MTAs, but not Mbd3 (presumptive Mbd2/NuRD‐only genes; *N* = 349), and genes containing MTA‐only peaks, but no Chd4 peak (MTA‐only genes; *N* = 151) (Fig 4F) and divided them into expression quartiles. While there are very few genes not associated with a NuRD peak, those few presumptive Mbd2/NuRD‐only genes or MTA‐only genes showed a similar misexpression pattern to those seen for core NuRD genes, in that the majority of misexpressed genes was in the second lowest expression quartile (Fig 4F). We therefore find no evidence for a specific gene regulatory function associated with an MTA/HDAC subcomplex. This is consistent with a recent report in which loss of Pwwp2a/b resulted in only very slight alterations in nascent RNA production amongst a small subset of genes (Zhang *et al*, 2018). Nevertheless, this analysis further highlights the importance for NuRD in suppressing expression of lowly expressed genes. 

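Genes increased in the libraries labelled 2iL of Mta123∆ ES cells had a median control expression of 0.848 CPM and reached a median of 3.79 CPM in Mta123∆, where the median over all genes tested was 7.45 CPM in control. Genes that decreased went from a median of 3.33 to 0.992 CPM. In the libraries labelled 48 h the increased genes went from 0.704 to 3.36 CPM and the decreased genes from 4.11 to 1.17 CPM. Protein-coding genes made up 2318 of the increased and 1092 of the decreased genes in the libraries labelled 2iL. The genes near MTA-only or Mbd2/NuRD-only peaks were not analysed here. The paper reasons from the misexpression of lowly expressed genes that the MTA proteins prevent inappropriate activation of genes or transcriptional noise.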

We therefore conclude that, in addition to fine‐tuning gene expression as part of the Mbd3/NuRD complex, MTA proteins are also important for preventing inappropriate activation of a variety of different genes, or in preventing transcriptional noise in ES cells.

### The NuRD complex safeguards cellular identity during differentiation

We next asked what impact complete loss NuRD activity had upon the differentiation capacity of *Mta123∆* ES cells. Upon removal of the two inhibitors and LIF from the culture media, wild‐type cells began to adopt the flatter morphology of neuroectoderm (Fig 5A; Ying *et al*, 2003). This was accompanied by downregulation of pluripotency‐associated genes and the activation of a neural gene expression programme (Fig 5B). *Mbd3∆* ES cells are able to respond to the absence of self‐renewal factors but have a very low probability of adopting a differentiated fate when induced to differentiate in N2B27 conditions (Kaji *et al*, 2006; Reynolds *et al*, 2012). Consistent with these findings, after 5 days in differentiation conditions *Mbd3∆* ES cells showed some signs of having responded to differentiation conditions, but still retained pockets of morphologically undifferentiated cells (Fig 5A, Middle). In contrast, the completely NuRD‐null *Mta123∆* ES cells appeared to have all exited the self‐renewal programme and adopted a flat, monolayer morphology (Fig 5A, Bottom). The ability of *Mta123∆* ES cells to undergo morphologically normal neuroectodermal differentiation was rescued upon re‐expression of either Mta1, Mta2 or Mta3 (Fig EV5A).

**Figure 5:**
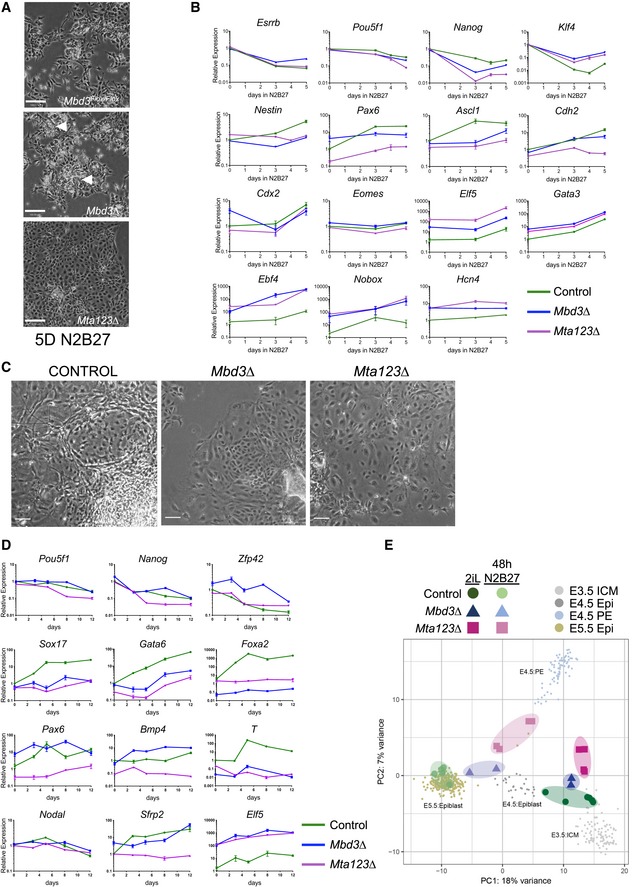
NuRD activity maintains an appropriate ES cell differentiation trajectory Phase‐contrast pictures of ES cells of indicated genotypes after 5 days in neuroectoderm differentiation conditions (N2B27). White arrowheads in the *Mbd3*∆ panel indicate pockets of ES‐like cells. Scale bars represent 100 μm.Expression of indicated genes in the neuroectoderm differentiation time course was measured by RT–qPCR in Control (green) *Mta123∆* (magenta) or *Mbd3*∆ (blue) ES cells. *N* ≥ 3 biological replicates, error bars indicate SEM.Phase‐contrast images of embryoid body outgrowths of indicated genotypes after 12 days in differentiation conditions (N2B27 + 10% serum). Scale bars represent 100 μm.Expression of indicated genes in embryoid body cultures over time was measured by RT–qPCR as in Panel (B).Comparison of expression data for wild‐type, *Mbd3∆* or *Mta123∆* ES cells in self‐renewing (2iL) conditions or after 48 hours in differentiation conditions (48 h N2B27) with mouse embryonic single cell RNA‐seq data from Mohammed *et al* (2017). Larger shading encloses biological replicates, and smaller circles represent individual cells. PC4 vs PC1 is plotted in Fig EV5F and a loading plot in EV5G.

**Figure EV5:**
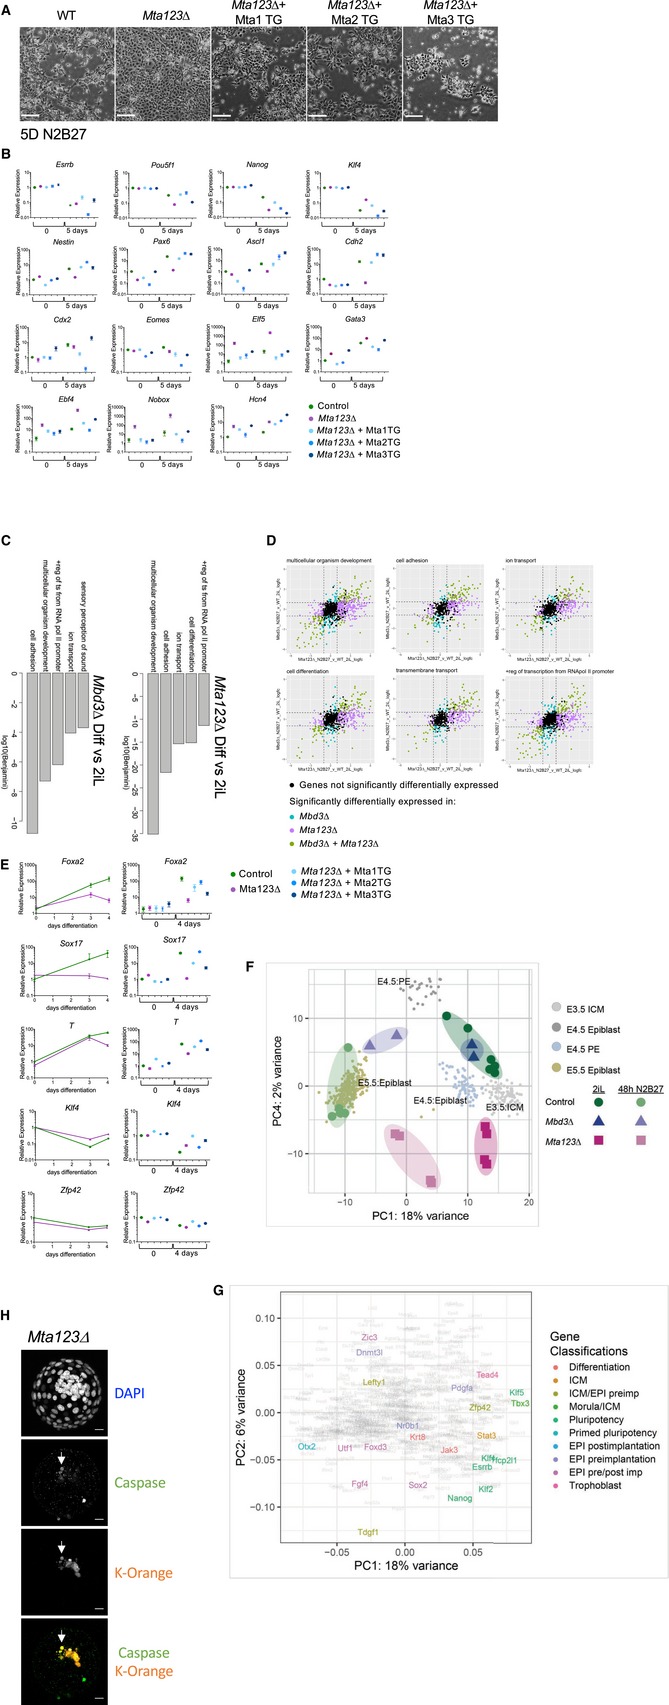
Failure of differentiation in *Mta123*∆ ES cells Phase‐contrast images of ES cells of indicated genotypes induced to differentiate for 5 days in N2B27. Scale bars represent 100 μm.Comparison of gene expression in indicated ES cell lines in undifferentiated conditions or after 5 days in neuroectoderm differentiation conditions (N2B27). RT–qPCR was carried out in triplicate at each time point for a minimum of three biological replicates. Error bars indicate SEM.GO term enrichment for genes differentially expressed in *Mbd3∆* ES cells (left) or *Mta123*∆ ES cells (right) after 48 h of differentiation in N2B27. For each comparison, the top five most significant gene ontology terms are plotted by log_10_ of the Benjamini‐adjusted *P*‐value. Significant GO terms and *P*‐values were calculated using David v.6.8 (da Huang *et al*, 2009a).Expression of genes associated with indicated GO terms is plotted by fold‐change in expression in *Mta123∆* ES cells (*x*‐axis) or *Mbd3∆* ES cells (*y*‐axis) after 48 h of differentiation in N2B27. Genes are coloured if they are differentially expressed (log2 fold‐change > 1 and *P*_adj_ value < 0.05) in either comparison as indicated. The dotted lines show the fold‐change cut‐off of 2. GO terms were identified using David v.6.8 using a Benjamini score with a cut‐off of 0.05.Comparison of gene expression in indicated ES cell lines induced to differentiate towards mesoderm. qPCR was carried out in triplicate at each time point for a minimum of three biological replicates. Error bars indicate SEM.Same as Fig 5E, plotting PC4 vs. PC1.Loading plot for Fig 5E. A selection of key genes is highlighted in different colours based upon a published classification of early embryonic gene expression (Boroviak *et al*, 2014).Composite images of representative chimaeric embryos as in Fig 6A stained with an anti‐activated Caspase‐3 antibody. Arrows indicate an example of an orange, apoptotic cell. Scale bars = 20 μm.

Since the differentiation process may be considered as a combination of exit from self‐renewal (downregulation of pluripotency‐associated genes) and acquisition of lineage‐specific gene expression programmes, we focussed on changes to these two classes of genes by RT–qPCR over a differentiation time course. Pluripotency‐associated genes such as *Esrrb*,* Nanog* and *Pou5f1* were downregulated during differentiation of wild‐type, *Mbd3*∆ and *Mta123∆* ES cells (Fig 5B). While this downregulation was not absolutely dependent on the presence of functional NuRD, the magnitude and kinetics of the response varied in a gene‐dependent manner. Genes associated with acquisition of neural fate such as *Nestin*,* Pax6*,* Ascl1* and *Cdh2* were activated in the presence of wild‐type NuRD, but this response was reduced or absent in the NuRD mutant lines (Fig 5B). In contrast, *Mta123∆* ES cells aberrantly expressed markers of inappropriate lineages, such as *Elf5* and *Gata3* (trophectoderm—but not *Cdx2* or *Eomes*), *Ebf4*,* Nobox* and *Hcn4* (genes associated more generally with later stages of differentiation or transmembrane transport). Misexpression of these genes was also seen in *Mbd3*∆ cells, although not always to the same extent. Exogenous expression of either Mta1, Mta2 or Mta3 was able to rescue the ability of *Mta123∆* ES cells to activate neural gene expression to different extents during differentiation (Fig EV5B), consistent with their ability to rescue morphological phenotypes.

The morphology of *Mta123*∆ cells induced to differentiate towards neuroectoderm was quite different from that of *Mbd3*∆ cells (Fig 5A), but there was no large‐scale difference in gene categories changing between the two mutant lines after 48 h in differentiation conditions (Fig EV5C). In general, *Mta123*∆ cells misexpressed more genes from each category and to a greater extent than did *Mbd3*∆ cells (Fig EV5D), indicating that their abnormal morphology in differentiation conditions is most likely due to widespread gene misexpression generally, rather than activation of a specific differentiation pathway. 

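Of 21079 genes tested in the libraries labelled 48 h, 2969 were increased and 1249 decreased in Mta123∆ cells, a ratio of 2.38. The replicate block gave 2841 and 1190 (2.39), and leaving out each replicate number in turn gave 2681 to 3036 increased and 1117 to 1267 decreased genes. Scaling on the spike-in RNAs shifted the median log2 fold change of all genes to -0.18 and gave 2611 and 1784 genes, a ratio of 1.46. Summing the libraries of each line gave 2168 and 823. Gm27179 (10.59, standard error 1.52, adjusted p = 0.00176, edgeR; 0 CPM in control), Slc22a3 (9.84, adjusted p = 1.31e-04), Actc1 (9.49, adjusted p = 1.79e-05), Pparg (9.40, adjusted p = 5.27e-04) and Hbb-y (8.36, adjusted p = 6.12e-06) had the largest increases in log2 expression. Actc1 rose from 0.0105 ± 0.0124 to 9.89 ± 5.60 CPM (SD, n = 4). Gm45660 again decreased most (-8.43, standard error 0.36, adjusted p = 1.51e-06, edgeR), followed by Sgo2b (-5.57, adjusted p = 6.45e-06), Serpinb1b (-5.25, 5.31e-05), Tmprss5 (-5.15, 1.24e-04) and the processed pseudogene AA543401 (-5.15, 2.36e-05). All these genes changed in the same direction in each of the 4 same-numbered pairs, and reads of Hbb-y, Sgo2b, Serpinb1b and AA543401 could be shared with close copies. The Mbd3∆ libraries and the gene categories of Fig EV5C and D were not analysed here.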

*Mta123∆* ES cells induced to differentiate towards a mesoderm fate similarly failed to appropriately activate differentiation markers, and exogenous expression of individual MTA proteins was again able to rescue the defect to varying degrees (Fig EV5E).

To assess the differentiation potential of *Mta123*∆ ES cells in an unbiased manner, we allowed control, *Mbd3*∆ and *Mta123*∆ ES cells to differentiate in embryoid bodies in basal media supplemented with serum (Doetschman *et al*, 1985). After 12 days, control cells had formed colonies containing numerous morphologically distinguishable cell types, silenced pluripotency‐associated gene expression and activated expression of genes associated with all three germ layers (Fig 5C and D). In contrast, both *Mbd3*∆ and *Mta123*∆ cells showed less vigorous outgrowths consisting predominantly of a monolayer of flat cells (Fig 5C). While both mutant lines were able to silence expression of pluripotency‐associated genes, both showed reduced activation of differentiation‐associated genes, with *Mta123*∆ cells generally showing more profound expression defects than *Mbd3*∆ cells (Fig 5D). Together these data show that while NuRD is not strictly required for silencing of pluripotency genes, its activity is required for proper activation of lineage‐appropriate genes and repression of lineage‐inappropriate genes during differentiation.

To better understand how NuRD‐null cells respond when induced to differentiate, we compared their gene expression profiles to a transcription landscape made from single cells taken from early mouse embryos (Figs 5E and EV5F and G) (Mohammed *et al*, 2017). In the self‐renewing state, *Mbd3Δ* and *Mta123Δ* cells clustered near control (parental) lines near embryonic day 3.5 (E3.5) and E4.5 inner cell mass cells, as is expected for naïve mouse ES cells (Boroviak *et al*, 2014). 

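Between the control libraries labelled 2iL and those labelled 48 h, 5015 of 21240 genes differed at the thresholds used for genotype, 2210 being higher and 2805 lower in the libraries labelled 48 h. With the replicate block, which is warranted here because control libraries of the same number deviated together across labels (mean correlation 0.311, against -0.104 for different numbers), 5102 genes differed. Leaving out each replicate number in turn gave 4943 to 5180 genes. Scaling on the spike-in RNAs shifted the median log2 fold change by 0.18 and gave 2799 higher and 2502 lower genes. Which direction is the more frequent therefore depends on the scaling. Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) was counted at 672 ± 37.4 CPM in the control libraries labelled 48 h and 61.9 ± 13.3 CPM in those labelled 2iL (SD, n = 4), a log2 fold change of 3.44 (standard error 0.15, adjusted p = 1.42e-08, edgeR). Nanog (3.80, adjusted p = 1.10e-08, edgeR), Klf4 (4.89, 1.07e-07) and Zfp42 (1.54, 1.77e-07) were higher in the libraries labelled 48 h as well, in each of the 4 same-numbered pairs, whereas Pax6 (-2.41, 5.89e-05) and Cdh2 (-1.12, 1.14e-04) were lower. These directions hold for the libraries as labelled and are reversed if the labels are exchanged. The mean distance between control libraries of different labels was 1.24 (range 1.17 to 1.32). The single-cell data from embryos were not analysed here.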

After 48 hours of differentiation, control ES lines clustered with E5.5 epiblast cells, indicating that the ES cell differentiation process occurred analogously to development *in vivo*. While *Mbd3Δ* ES cells appear to have exited the self‐renewing state and to have taken the same differentiation trajectory as wild‐type cells (i.e. leftwards along PC1; Figs 5E and EV5G), they did not travel as far along this trajectory as wild‐type cells, instead occupying a space between the E4.5 and E5.5 epiblast states. *Mta123Δ* cells travelled even less far along PC1 than *Mbd3∆* ES cells, and rather than maintain the appropriate differentiation trajectory they also travelled along PC2, occupying a space between E4.5 epiblast and E4.5 primitive endoderm. This further demonstrates that not only is NuRD important for cells to be able to adopt the appropriate gene expression programme for a given differentiation event, but it is also important for cells to maintain an appropriate differentiation trajectory.

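Without the embryonic data, the distance travelled was measured along the line from the mean of the control libraries labelled 2iL, set to 0, to that of the control libraries labelled 48 h, set to 1, in log2 CPM over the genes passing the filter. The axis was built from the libraries of one line number and read on those of the other, so that no library was placed on an axis it had helped to build. Mta123∆ libraries labelled 48 h lay at 0.714 ± 0.00477 and control libraries at 0.965 ± 0.0720 (SD, n = 4 each; exact permutation test, 2-sided, p = 0.0286, the smallest that 4 against 4 allow). Mta123∆ libraries labelled 2iL lay at 0.343 ± 0.0372 and control libraries at 0.0332 ± 0.00824 (exact p = 0.0286). The travel of Mta123∆ libraries between the labels was therefore 0.371 (0.332 to 0.408), or 39.8% of the 0.932 (0.865 to 1.01) in control (exact permutation p = 0.0286). The 4 libraries of a genotype come from 2 lines, and with the libraries of each line summed the share was again 39.8%, with an exact permutation p of 0.333, the smallest that 2 against 2 allow. On the 500 most variable genes it was 47.1%, and with a prior count of 0.5 in place of 2 it was 39.4%. With the cultures exchanged Mta123∆ libraries moved from 0.286 to 0.657. In terms of genes, 2035 of 21505 differed between the labels in Mta123∆, 1041 higher and 994 lower in the libraries labelled 48 h, and 2660 did with the replicate block (mean correlation of same-numbered libraries 0.577, against -0.192 for different numbers). When the libraries of each Mta123∆ line were summed, in a fit without the line as a block that leaves the line difference in the error, 0 genes passed the thresholds and 3568 had an unadjusted p under 0.05. The principal components of Fig 5E were not computed here.

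**Figure D4:**
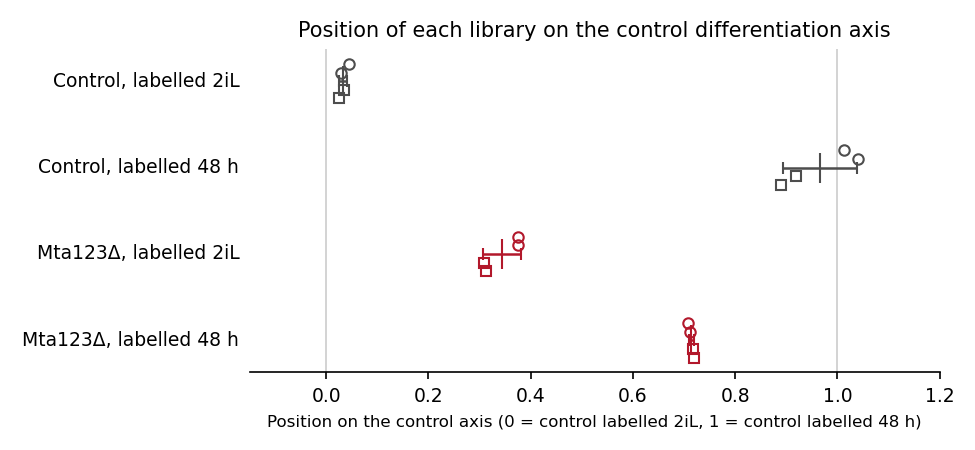
Position of each control (grey) and Mta123∆ (red) library on the control differentiation axis (horizontal axis, without unit, 0 is control labelled 2iL and 1 control labelled 48 h); circles are libraries of line 1, squares libraries of line 2, and bars the mean ± SD (n = 4). The 4 groups do not overlap, and the Mta123∆ groups at 0.343 and 0.714 lie between the control groups.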

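The difference between genotypes in the change with culture was tested as an interaction over all 16 libraries, and 2993 of 22973 genes passed the thresholds, 1759 with a higher and 1234 with a lower log2 change from libraries labelled 2iL to labelled 48 h in Mta123∆ than in control. The replicate block gave 3131 genes, and leaving out each replicate number in turn 2019 to 2486. Scaling on the spike-in RNAs shifted the median interaction to -0.22 and gave 1252 and 1554 genes, and summing the libraries of each line gave 667 in all. Over all 20246 genes tested in both genotypes, 14091 moved in the same direction and 13217 moved less far in Mta123∆, with a median absolute log2 fold change of 0.268 in Mta123∆ and 0.400 in control. Across these genes, which are not independent replicates, the changes in the 2 genotypes correlated with r = 0.624 and rho = 0.542. From the position of NuRD-null cells among embryonic stages (Fig 5E), the paper concludes that NuRD is important for adopting a fitting expression programme in differentiation. It holds NuRD to be important for keeping to the trajectory as well.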

If *Mta123∆* ES cells were undergoing a specific trans‐differentiation event towards trophectoderm during ES cell differentiation, then this could become more pronounced if exposed to normal differentiation conditions in a chimaeric embryo. If, in contrast, they are simply unable to differentiate properly, they would not be expected to contribute to early embryos. To distinguish between these possibilities, we assessed the ability of *Mta123∆* ES cells to differentiate in chimaeric embryos. Equal numbers of control or *Mta123∆* ES cells expressing a fluorescent marker were aggregated with wild‐type morulae and allowed to develop for 48 hours. While wild‐type cells contributed to the ICM of host embryos with 100% efficiency, *Mta123∆* ES cells showed significantly reduced contribution and increased levels of apoptosis (Figs 6A and B, and EV5H). Those *Mta123∆* cells that did survive in blastocysts were predominantly, but not always found in the inner cell mass. These cells expressed Sox2 but not Cdx2, indicating that they had not undergone inappropriate differentiation towards a trophectoderm fate (Fig 6A and B). Nevertheless, no *Mta123*∆ cells could be found in E5.5 dpc embryos, indicating that they were unable to adapt to developmental cues and form epiblast. This is most consistent with *Mta123∆* cells being unable to enter a normal differentiation path in an ICM environment. The ability to contribute to the ICMs of chimaeric embryos was rescued by constitutive expression of Mta2 in *Mta123∆* cells (Fig 6B). We therefore propose that NuRD not only functions to establish the correct lineage identity of cells during the differentiation process, but also prevents inappropriate gene expression to maintain an appropriate differentiation trajectory (Fig 6C).

**Figure 6:**
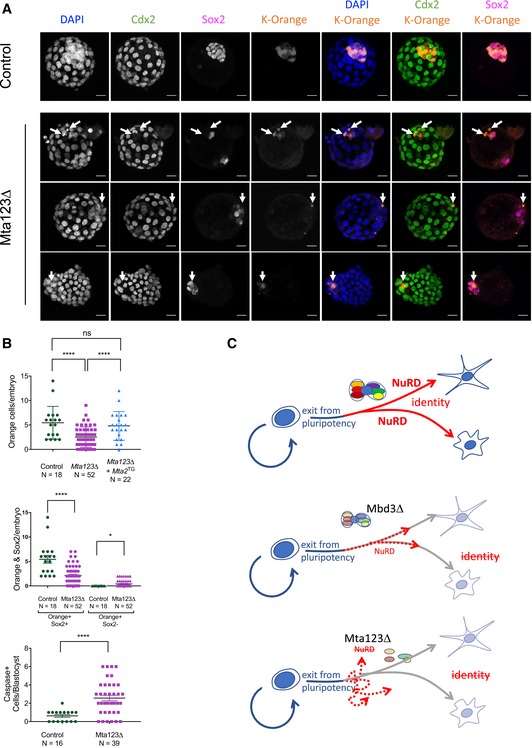
NuRD‐null ES cells cannot contribute to normal embryonic development Composite images of representative chimaeric embryos made with control (*Mta1* ^*Flox/−*^ *Mta2* ^*+/+*^ *Mta3* ^*Flox/Flox*^) or *Mta123∆* ES cells. ES‐derived cells express the Kusabira Orange fluorescent marker. Sox2 indicates epiblast cells and Cdx2 is expressed in trophectoderm cells. Arrows indicate examples of K‐Orange expressing cells in the mutant embryos. Scale bars = 20 μm.(Top) Number of K‐Orange expressing cells observed in chimaeric embryos obtained using control ES cells, *Mta123∆* ES cells or *Mta123∆* ES cells in which Mta2 was reintroduced on a constitutively expressed transgene (*Mta123∆ + Mta2* ^*TG*^). *P*‐values calculated using a two‐tailed *t*‐test. (Middle) Mean number of K‐Orange cells per embryo separated by Sox2 expression. *P*‐values calculated using a two‐tailed *t*‐test. (Bottom) Number of K‐Orange and Caspase‐3‐positive cells per embryo. *P*‐values calculated using a one‐tailed *t*‐test: *P < 0.05, ****P < 0.0001, “ns” = not significant.Model of NuRD function during differentiation of pluripotent cells. NuRD facilitates lineage commitment of ES cells after exit from pluripotency (red arrows), allowing cells to form differentiated cell types (Top). In the absence of Mbd3, residual NuRD activity ensures cells retain the appropriate differentiation trajectory, but the cells are unable to reach a differentiated cell fate (dotted red arrows; Middle). In the absence of all three MTA proteins, there is no residual NuRD activity and ES cells are unable to either achieve appropriate lineage commitment, or to maintain the proper differentiation trajectory (dotted arrows, Bottom).

## Discussion

Here, we provide a biochemical and genetic dissection of the core NuRD component MTA proteins in mouse ES cells. In contrast to what has been found in somatic cell types, MTA proteins are not mutually exclusive in ES cell NuRD complexes and all combinations of MTA homo‐ and heterodimers can exist within NuRD. Different MTA proteins exhibit subtle differences in chromatin localisation or biochemical interaction partners, but we find no evidence for protein‐specific functions in self‐renewing or differentiating mouse ES cells. ES cells completely devoid of MTA proteins are complete NuRD nulls and are viable but show inappropriate expression of differentiation‐associated genes, are unable to maintain an appropriate differentiation trajectory and do not contribute to embryogenesis in chimaeric embryos.

Protein subunit diversity is often found in chromatin remodelling complexes which specifies functional diversity (Hargreaves & Crabtree, 2011; Morey *et al*, 2012; Hota & Bruneau, 2016). This is also the case for the NuRD complex, where alternate usage of Mbd2/3, Chd3/4/5 and Mta1/2/3 has been found to result in alternate functions for NuRD complexes (Feng & Zhang, 2001; Fujita *et al*, 2003; Nitarska *et al*, 2016). Yet the findings by us and others (Manavathi *et al*, 2007 and Mouse Genome Informatics) that *Mta1* and *Mta3*‐null mice are viable and fertile, and that we detect no major differences in the abilities of different MTA proteins to rescue the *Mta123∆* ES cell phenotypes indicate that MTA proteins exhibit considerable functional redundancy during development. The MTA protein family expanded from a single copy to three orthologues near the base of the vertebrate clade. Triplication of this protein family may have allowed early vertebrates to diversify NuRD function in specific somatic tissues, conferring a selective advantage. Our finding that MTA proteins are functionally redundant in early embryonic development indicates that the ancestral, essential function of the MTA proteins in early development has been retained by all three mammalian orthologues.

Different MTA proteins are capable of interacting with each other in ES cells, so how the mutual exclusivity reported in other cell types might be achieved is not clear. One possibility is that the variable inclusion in NuRD of zinc finger proteins, such as the Sall proteins in ES cells, could influence the MTA makeup of NuRD complexes. This class of variable NuRD interactors, which include Sall1/2/3/4, Zfp423 (Ebfaz), Zfpm1/2 (Fog1/2) and Bcl11b, interact with RBBP and/or MTA proteins via a short N‐terminal motif (Hong *et al*, 2005; Lauberth & Rauchman, 2006; Lejon *et al*, 2011). Of this class of proteins, Sall1 and Sall4 are the most highly expressed in ES cells, and Sall4 can associate with all three MTA proteins (Fig 1C; Miller *et al*, 2016). In contrast, the Zfpm1 (Fog1) protein was shown to preferentially associate with Mta1 and Mta2, but not Mta3, in a somatic cell line (Hong *et al*, 2005). Hence, it is possible that different proteins using this N‐terminal motif to interact with NuRD in different cell types could act to skew the proportion of different MTA proteins included in the NuRD complex.

This genetic dissection has revealed that NuRD component proteins display a large degree of inter‐dependence for protein stability, as has been reported for other multiprotein complexes (Roumeliotis *et al*, 2017). Mta1 and Mta2 both contain two distinct RBBP interaction domains, while Mta3 lacks the C‐terminal most RBBP interaction domain (Millard *et al*, 2016). The Mta1 and Mta2 proteins show minimal loss of stability in the absence of Mbd3, but Mta3 requires an interaction with Mbd3 to be completely stable (Fig EV4B; Bornelöv *et al*, 2018). It is possible that the additional interaction with an Rbbp protein confers stability to Mta1 and Mta2 in the absence of Mbd3. This would be consistent with our interpretation that Mta3 preferentially exists within an intact NuRD complex (Figs 1 and 2). Rbbp4/7 confers histone H3 binding to the NuRD complex, so Mta3‐containing NuRD may bind chromatin less tightly than Mta1‐ and/or Mta2‐containing NuRD.

We have used pluripotent cells lacking Mbd3 extensively to show that NuRD plays important roles in control of gene expression during early stages of exit from pluripotency *in vivo* and in culture (Kaji *et al*, 2006, 2007; Latos *et al*, 2012; Reynolds *et al*, 2012). *Mbd3*‐null ES cells contain Mbd2/NuRD and thus represent a NuRD hypomorph, rather than a NuRD‐null. ES cells lacking all three MTA proteins show no detectable NuRD formation (Fig 3), and therefore, we believe, represent a true NuRD null. *Mta123∆* ES cells are similar to *Mbd3∆* ES cells in that both misexpress a range of genes in 2iL conditions and both fail to properly differentiate. Yet the *Mta123∆* ES cells misexpress more genes and generally to a greater extent than do *Mbd3∆* cells in both self‐renewing and differentiation conditions, and they show more pronounced differentiation defects. We propose that this phenotype is a direct consequence of NuRD's function in suppressing transcriptional noise during cell fate decisions. Moderate amounts of noise in the *Mbd3*∆ state allow cells to maintain a differentiation trajectory, but interfere with their ability to achieve the appropriate differentiation state (Fig 6C). In the higher levels of noise, characteristic of a complete absence of NuRD cells are unable to appropriately follow differentiation cues and maintain a coherent differentiation trajectory (Fig 6C). We therefore propose that NuRD encodes a highly conserved, redundant function to prevent transcriptional noise, as well as a further, Mbd3‐dependent function to fine tune transcriptional outputs during differentiation.

## Materials and Methods

### Mouse embryonic stem cells

Mouse embryonic stem (ES) cells were grown on gelatin‐coated plates in 2i/LIF conditions as described (Ying *et al*, 2008). All lines were routinely PCR genotyped and tested for mycoplasma. All ES cell lines used in this study are listed in Table EV1.

The following “Knockout First” alleles were obtained from EUCOMM as heterozygous ES cell lines (Illustrated in Fig EV1A and B):

Mta1^tm1a(EUCOMM)Wtsi^: https://www.mousephenotype.org/data/alleles/MGI:2150037/tm1a(EUCOMM)Wtsi
Mta2^tm1a(EUCOMM)Wtsi^: https://www.mousephenotype.org/data/alleles/MGI:1346340/tm1a(EUCOMM)Wtsi

Embryonic stem cells were used to derive mouse lines by blastocyst injection using standard methods. ES cell derivation was performed by isolating ICMs and outgrowing in 2i/LIF media as described (Nichols *et al*, 2009).

The epitope‐tagged ES cell lines Mta1‐Avi‐3×FLAG and Mta2‐GFP were generated by traditional gene targeting, while the Mta3‐Avi‐3×FLAG line was generated using a CRISPR/Cas9 genome editing approach. *Mta3* contains three alternate stop codons in exons 14, 16 and 17, with exon 15 accessed by alternate usage of a splice donor site in exon 14. Visual inspection of our RNA‐seq data on a genome browser showed very little transcription beyond exon 14 in ES cells, indicating that the short isoform was predominant (Appendix Fig S2). We therefore targeted the stop codon present in exon 14 and simultaneously destroyed the alternate splice donor site using a synonymous mutation (GAA TGT to GAA TGC) to prevent splicing around our inserted construct in the targeted allele. The following sequences were targeted by guide RNAs in this experiment: 5′‐GGCAAGGAGCGGAACGCGGA‐3′ and 5′‐GGATGGCAAGGAGCGGAACG‐3′. All MTA epitope‐tagged lines were made in an *Mbd3* ^*Flox/−*^ background (Kaji *et al*, 2006).

*Mta123*∆ ES cells were made by targeting *Mta2* in *Mta1* ^*∆/∆*^ *Mta3* ^*Flox/Flox*^ ES cells. Guide RNAs targeting exons 2 and 18 of *Mta2* were transfected along with a targeting construct designed to replace exons 2–18 with a puromycin expression cassette. The resulting ES cell lines had replaced exon 2–18 with the selection cassette on one allele and had a deletion of the same exons on the other allele. The following sequences were targeted by guide RNAs: exon 2 (5′‐TAGACGTAATCTGTAGGAGG‐3′ and 5′‐AAATAGACGTAATCTGTAGG‐3′) and exon 18 (5′‐AAATGCGCCGAGCGGCCCGA‐3′ and 5′‐TCACCTGGAAATGCGCCGAG‐3′).

Embryonic stem cells were induced to differentiate towards a neuroectoderm fate by removal of two inhibitors and LIF and culturing in N2B27 media as described (Ying *et al*, 2008). Mesendoderm differentiation was performed as follows: ES cells were plated at 10^4^ cells/cm^2^ in N2B27 on fibronectin‐treated 6‐well plates and cultured for 48 h. Medium was then replaced with 10 ng/ml activin A and 3 μM CHIR99021 in N2B27 and cultured further. Embryoid bodies were allowed to form by allowing ~500 cells to aggregate in hanging drops of N2B27 media supplemented with 10% foetal calf serum. After 3 days, embryoid bodies were allowed to attach and outgrow on gelatin‐coated plates in N2B27 + serum. Experiments were carried out in quadruplicate.

### Mice

All animal experiments were approved by the Animal Welfare and Ethical Review Body of the University of Cambridge and carried out under appropriate UK Home Office licences. The Mta3 “Knockout First” allele was obtained from EUCOMM as a heterozygous mouse line (Illustrated in Fig EV1C):

Mta3^tm3a(KOMP)Wtsi^: (https://www.mousephenotype.org/data/alleles/MGI:2151172/tm3a%2528KOMP%2529Wtsi?).

Heterozygous knockout first mouse lines were crossed to a Flp‐deleter strain kindly provided by Andrew Smith (University of Edinburgh; Wallace *et al*, 2007) to generate conditional alleles. Mice harbouring conditional alleles were crossed to a Sox2‐Cre transgenic line (Hayashi *et al*, 2002) to create null alleles. Mouse lines created in this study are listed in Table EV1.

Chimaeric embryos were made by morula aggregation with 8–10 ES cells per embryo as described (Hogan *et al*, 1994) and cultured for 24–48 h prior to fixation and immunostaining. ES cells used stably expressed a PiggyBac Kusabira Orange transgene.

### Nuclear extracts and immunoprecipitation

For extraction of nuclear proteins, ES cells were lysed in ice cold Buffer A (10 mM HEPES, pH7.9, 1.5 mM MgCl_2_, 10 mM KCl and 0.5 mM DTT) supplemented with protease inhibitors and containing 0.6% NP‐40. Nuclear pellets were washed further with Buffer A to reduce cytoplasmic protein contamination before extraction by vigorous shaking at 4°C for 1 hour in ice cold Buffer C (10 mM HEPES, pH7.9, 12.5% glycerol, 0.75 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT) with protease inhibitors followed by centrifugation to remove insoluble fraction.

For immunoprecipitation of FLAG‐tagged proteins, anti‐FLAG antibody was incubated with Protein G Sepharose beads (Sigma) for 1 h at room temperature. Nuclear extract (200 μg) was diluted in IP Buffer (50 mM Tris–Hcl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X‐100, 0.1% SDS, 0.1% DOC) in the presence of protease inhibitors and benzonase and incubated with antibody‐bead conjugates at 4°C overnight. Beads were washed three times in ice cold IP Buffer and a further two times in IP Buffer containing 300 mM NaCl.

Chd4 immunoprecipitations were carried out at 4°C overnight using antibody to endogenous Chd4 with Protein G sepharose in 50 mM Tris–Hcl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X‐100, 10% glycerol and washed as for the FLAG IPs before SDS–PAGE.

For immunoprecipitation of GFP‐tagged proteins, Chromotek GFP‐Trap agarose beads were used. Nuclear extract (200 μg) was incubated with 25 μl GFP‐Trap beads in GFP IP buffer (10 mM Tris, pH 7.5, 150 mM NaCl, 0.5 mM EDTA) with Benzonase and protease inhibitors for 1 h at 4°C. Beads were washed five times in IP buffer prior to western blotting.

IPs were carried out in bulk and loaded on multiple SDS gels for western blot analysis with various antibodies. Antibodies are listed in Table EV2.

### Label‐free pulldowns and label‐free quantitation (LFQ) LC‐MS/MS analysis

Label‐free GFP pulldowns were performed in triplicate as previously described (Kloet *et al*, 2018). 2 mg of nuclear extract was incubated with 7.5 μl GFP‐Trap beads (Chromotek) or 15 μl FLAG‐sepharose beads (Sigma) and 50 μg/ml ethidium bromide in Buffer C (300 mM NaCl, 20 mM HEPES/KOH, pH 7.9, 20% v/v glycerol, 2 mM MgCl_2_, 0.2 mM EDTA) with 0.1% NP‐40, protease inhibitors and 0.5 mM DTT in a total volume of 400 μl. After incubation, 6 washes were performed: 2 with Buffer C and 0.5% NP‐40, 2 with PBS and 0.5% NP‐40, and 2 with PBS. Affinity purified proteins were subject to on‐bead trypsin digestion as previously described (Smits *et al*, 2013). In short, beads were resuspended in 50 μl elution buffer (2 M urea, 50 mM Tris, pH 7.5, 10 mM DTT) and incubated for 20 min in a thermoshaker at room temperature. After addition of 50 mM iodoacetamide (IAA), beads were incubated for 10 min in a thermoshaker at room temperature in the dark. Proteins were then on‐bead digested into tryptic peptides by addition of 0.25 μg trypsin (Promega) and subsequent incubation for 2 h in a thermoshaker at room temperature. The supernatant was transferred to new tubes and further digested overnight at room temperature with an additional 0.1 μg of trypsin. Tryptic peptides were acidified and desalted using StageTips (Smits *et al*, 2013) prior to mass spectrometry analyses.

### Chromatin immunoprecipitation (ChIP), sequencing and analysis

Chromatin immunoprecipitations were carried out as previously outlined (Reynolds *et al*, 2012). For sequencing of ChIP DNA, samples from six (Mta1‐FLAG and Mta2‐GFP) and four (Mta3‐FLAG) individual ChIP experiments were used. Antibodies used are listed in Table EV2. ChIP‐seq libraries were prepared using the NEXTflex Rapid DNA‐seq kit (Illumina) and sequenced at the CRUK Cambridge Institute Genomics Core facility (Cambridge, UK) on the Illumina platform. Low‐quality reads and adaptor sequences were removed by *Trim Galore!* (version: 0.4.1, https://github.com/FelixKrueger/TrimGalore). The trimmed ChIP‐seq reads were aligned to the mouse reference genome (GRCm38/mm10) using *bowtie* (version: 0.12.8; options: ‐m 1 ‐v 1; Langmead, 2010). This was followed by peak calling using *macs2 callpeaks* against the corresponding inputs using default parameters and a Q‐value of <0.05. The R/Bioconductor *Diffbind* package was used to compare each combination of bound MTA proteins against all others using cut‐off values of RPKM > 1.5, logFC > 1 and FDR < 0.05. The peaks were processed and visualised by *deepTools computeMatrix* and *plotHeatmap* (Ramirez et al, 2014). Venn diagrams were plotted using the R/Bioconductor *ChIPseeker* package.

DNA Methylation data were obtained from Shirane *et al* (2016), low‐quality reads and adaptor sequences were removed by *Trim Galore!* (version: 0.4.1), and reads were aligned to the mouse reference genome (GRCm38/mm10) using *Bismark* (version: 0.20.0; Krueger & Andrews, 2011). Alignments were de‐duplicated and further processed using *Methpipe*. Only CpGs with a coverage of at least 3 reads were considered. CpG methylation levels were visualised by *deepTools* using a sliding window of 250 bp to give a smoothed track for the heatmaps and profiles. Sequencing datasets are listed in Table EV3.

### Gene expression analyses

Total RNA was purified using RNeasy Mini Kit (Qiagen) including on‐column DNase treatment. First‐strand cDNA was synthesised using SuperScript IV reverse transcriptase (Invitrogen) and random hexamers. Quantitative PCRs (qPCRs) were performed using TaqMan reagents (Applied Biosystems) on a QuantStudio Flex Real‐Time PCR System (Applied Biosystems) or a StepOne Real‐Time PCR System (Applied Biosystems). Gene expression was determined relative to housekeeping genes using the Δ*C*_t_ method. TaqMan assays or PCR primers are listed in Table 1.

**Table 1:** List of TaqMan assays and primers used for gene expression analyses

Gene	TaqMan assay
*Ascl1*	Mm03058063_m1
*Atp5a1*	Mm00431960_m1
*Bmp4*	Mm00432087_m1
*Cdh2*	Mm01162497_m1
*Cdx2*	Mm01212280_m1
*Esrrb*	Mm00442411_m1
*Eomes*	Mm01351985_m1
*Elf5*	Mm00468732_m1
*Foxa2*	Mm01976556_s1
*Gapdh*	Mm99999915_g1
*Gata3*	Mm00484683_m1
*Gata6*	Mm00802636_m1
*Klf4*	Mm00516104_m1
*Nanog*	Mm02019550_s1
*Nestin*	Mm00450205_m1
*Nodal*	Mm00443040_m1
*Pax6*	Mm00443081_m1
*Pou5f1*	Mm03053917_g1
*Ppia*	Mm02342430_g1
*Sox1*	Mm00486299_s1
*Sox17*	Mm00488363_m1
*T*	Mm00436877_m1
*Tbp*	Mm00446971_m1
*Zfp42*	Mm03053975_g1

Gene	Forward primer (5′–3′)	Reverse primer (5′–3′)
*Ebf4*	AACTGCGGGTCCTTATGTTC	TTTGTCTTTTCCGTCCCAGG
*Hcn4*	CCCGCCTCATTCGATACATT	AGCAGAAGCATCATGCCAAT
*Nobox*	CCTACGGAGAAGCTCTGCAA	TCTGGGGGAGAACAACCTTC
*Sfrp2*	AATGAGGACGACAACGACAT	ACGCCGTTCAGCTTGTAAAT

### RNA‐seq

Libraries for sequencing were prepared using the NEXTflex Rapid Directional RNA‐seq kit (Illumina) or SMARTer^®^ Stranded Total RNA‐Seq Kit v2—Pico Input Mammalian (Takara Bio) and sequenced on the Illumina platform as for ChIP‐seq libraries. Low‐quality reads and adaptor sequences were removed by *Trim Galore!* (version: 0.4.1), and the trimmed reads were aligned to mouse reference genome (GRCm38/mm10) using *Tophat* (version v2.1.0; Kim *et al*, 2013). Read counts per gene were obtained using *featureCounts* (version 1.5.0; Liao *et al*, 2014) with annotations from Ensembl release 86 (Yates *et al*, 2016). Normalisation, with and without spike‐ins, and differential expression analyses were performed using the R/Bioconductor Deseq2 package (version 1.14.1; Love *et al*, 2014). The *R prcomp* function was used for principal component analysis (PCA). Gene Ontology (GO) analysis was performed using DAVID (da Huang *et al*, 2009b).

### Statistical analyses

No power calculations were performed to predetermine sample sizes. Statistical analyses were performed using GraphPad Prism software. Images of cells or embryos are representative of at least three independent experiments. Statistical methods used to analyse high throughput sequencing data and proteomics data are described in the respective sections of the Materials and Methods.

## Author contributions

TB and BH devised the study; TB, SK, SG, RF, JC, NR and BH generated the data; MB, MR and SD analysed high throughput sequencing data; SK and MV generated and analysed proteomics data; MK provided methodology; and NR and BH wrote the manuscript with input from other authors.

## Conflict of Interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

High throughput sequence datasets used in this manuscript are listed in Table EV3. ChIP‐seq data are available with the GEO accession number GSE122833 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122833). RNA‐seq data are available with the GEO accession number GSE122696 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122696). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD009855 (https://www.ebi.ac.uk/pride/archive/projects/PXD009855). All original western blot images are available at Mendeley Data: https://doi.org/10.17632/d25bgfn8hd.1.

# Supplementary material for: The Nucleosome Remodelling and Deacetylation complex suppresses transcriptional noise during lineage commitment
**Source:** EMBO J. 2019 Apr 29;38(12):e100788. doi: 10.15252/embj.2018100788
**Supplement:** Supplementary file 1 — Appendix

**Appendix Figure 1. High correlation amongst replicates of ChIP-seq data**

**Appendix Figure 2. *Mta3* stop codon selection in ES cells**

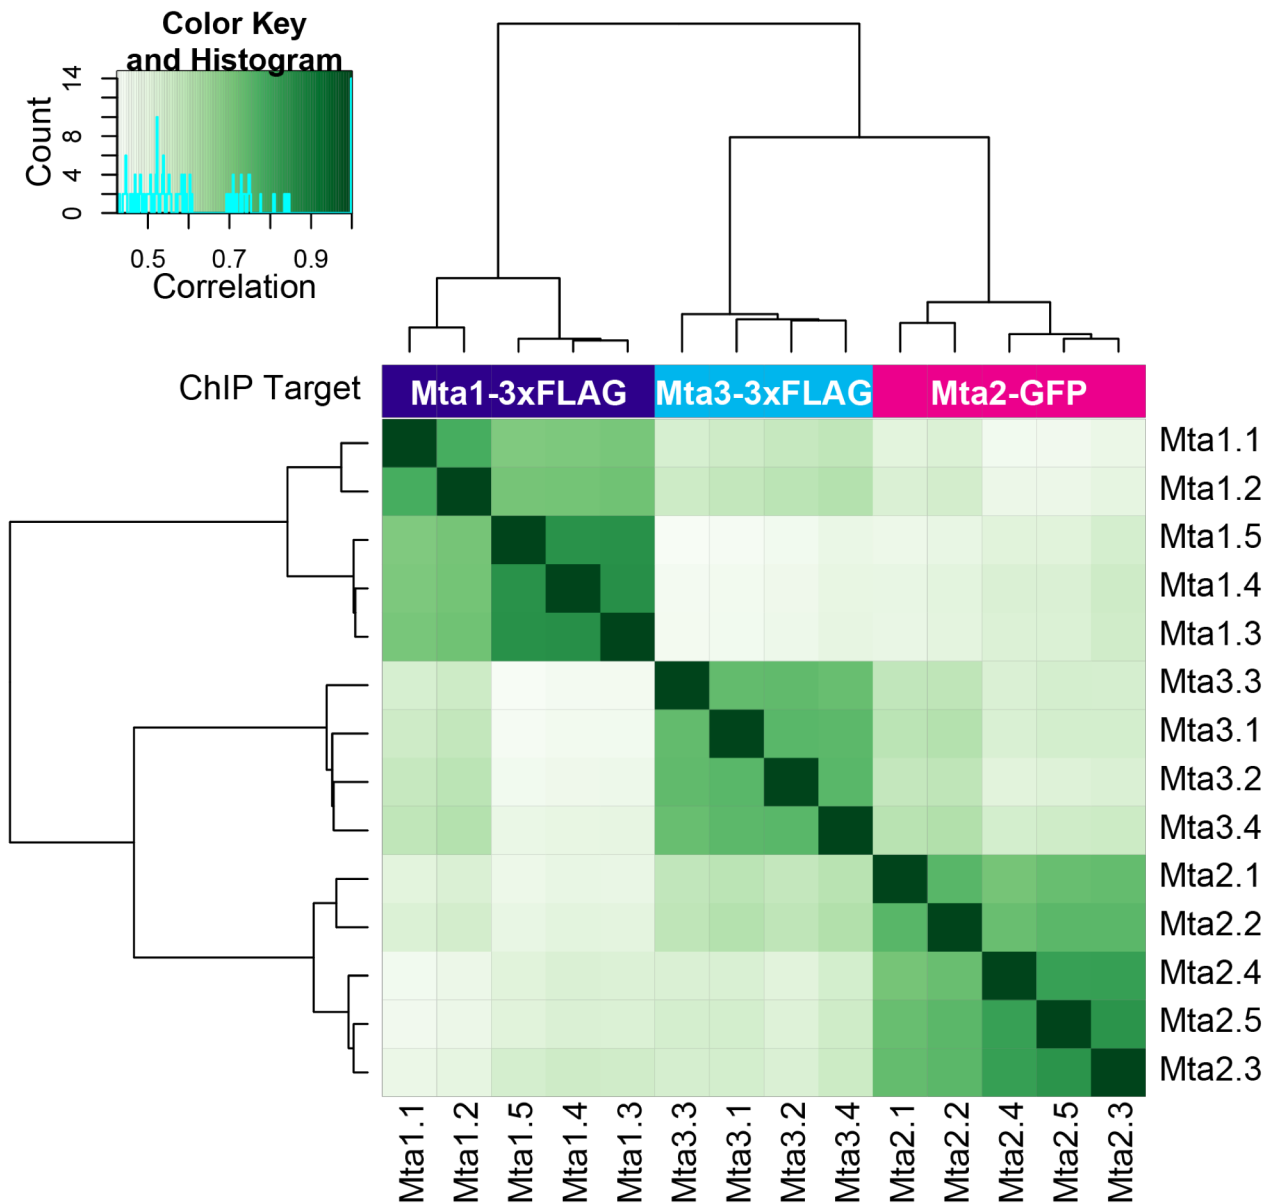

### Appendix Figure S1. High correlation amongst replicates of ChIP-seq data

A genome-wide ChIP-seq signal correlation plot displaying all replicates included in the MTA ChIP-seq data. Though Mta3-3xFLAG showed lower overall signal, the degree of correlation amongst replicates is high.

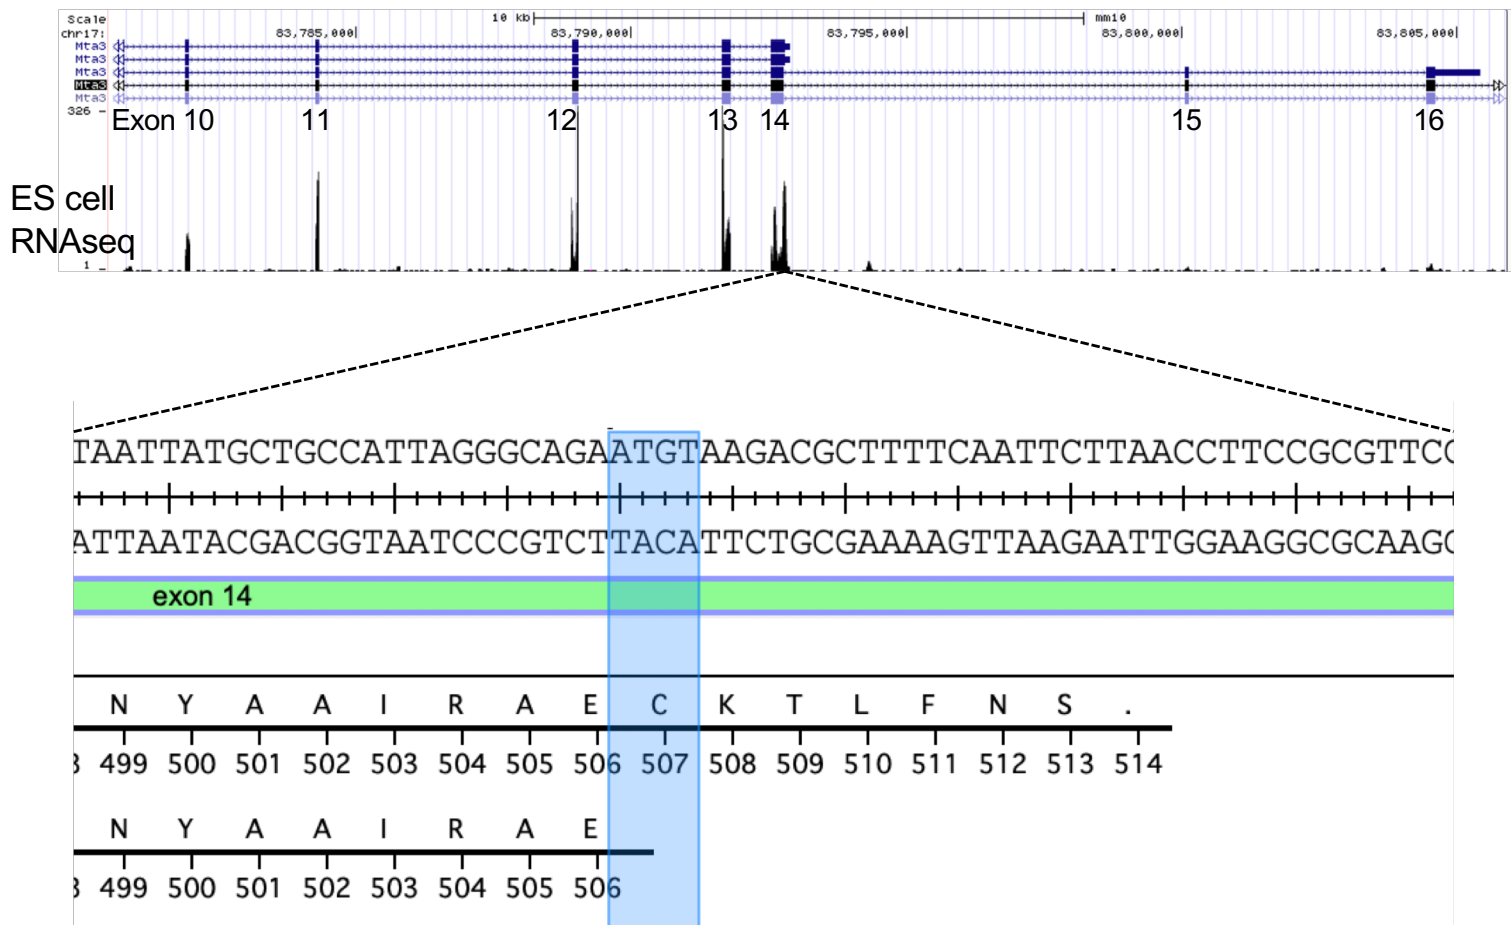

### Appendix Figure S2. *Mta3* stop codon selection in ES cells

Screenshot from the UCSC Genome Browser including exons 10-16 of the *Mta3* locus (Top) and a wild type ES cell RNAseq trace. The sequence of a portion of exon 14 is shown below, with the amino acid sequence of alternate transcripts indicated and the wild type sequence of the splice donor mutated in the *Mta3*-Avi-3xFLAG allele highlighted.

# Supplementary material for: The Nucleosome Remodelling and Deacetylation complex suppresses transcriptional noise during lineage commitment
**Source:** EMBO J. 2019 Apr 29;38(12):e100788. doi: 10.15252/embj.2018100788
**Supplement:** Supplementary file 4 — Table EV2

**Table EV2. Antibodies used in this study**

| **Antibody** | **Company**  **(Product Number)** | **WB** | **IP** | **IF** | **ChIP** | **RRID** |
| --- | --- | --- | --- | --- | --- | --- |
| anti-CASPASE-3 cleaved | Cell Signalling  (9664S) | - | - | 1:500 | - | RRID:AB_2070042 |
| anti-CDX2 | Abcam  (ab157524) | - | - | 1:250 | - | RRID:AB_2721036 |
| anti-CHD4 | Abcam  (ab70469) | 1:5000 | 5 μg | - | - | RRID:AB_2229454 |
| anti-FLAG M2 | Sigma Aldrich  (F1804) | 1:2000 | 3 μg | - | 10 μg | RRID:AB_262044 |
| anti-GATAD2A | Abcam  (ab87663) | 1:2000 | - | - | - | RRID:AB_1952305 |
| anti-GATAD2B | Bethyl Laboratories  (A301-281A) | 1:2000 | - | - | - | RRID:AB_937934 |
| anti-GFP | Abcam  (ab290) | 1:5000 | 15µg |  | 25µg | RRID:AB_303395 |
| anti-HDAC1 | Millipore  (06-720) | 1:2000 | - | - | - | RRID:AB_305705 |
| anti-HDAC2 | Santa cruz  (sc-7899) | 1:1000 | - | - | - | RRID:AB_2118563 |
| anti-Lamin B1 | Abcam  (ab133741) | 1:10000 | - | - | - | RRID:AB_2616597 |
| anti-MBD2 | Abcam  (ab58241) | 1:500 | - | - | - | RRID:AB_944120 |
| anti-MBD3 | Abcam  (ab157464) | 1:5000 | - | - | - |  |
| anti-MTA1 | Cell Signalling  (5647) | 1:2000 | - | - | - | RRID:AB_10705601 |
| anti-MTA2 | Abcam  (ab50209) | 1:5000 | 3 μg | - | - | RRID:AB_2146939 |
| anti-MTA3 | Proteintech  (14682-1-AP) | 1:2000 | - | - | - | RRID:AB_2298003 |
| anti-RBBP4 | Abcam  (ab79416) | 1:5000 | - | - | - | RRID:AB_1603754 |
| anti-RNA Pol II, RPB1 subunit | Cell Signalling  (14958S) | 1:5000 | - | - | - | RRID:AB_2687876 |
| anti-SOX2 | e-biosciences  (14-9811-82) | - | - | 1:500 | - | RRID:AB_11219471 |

How the deposited data were processed for this re-analysis (not part of the article)

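Gene expression was measured by RNA-seq in mouse ES cells in 2 sets of libraries. The single-mutant set holds 3 libraries each of Mta1-deleted, Mta2-null and Mta3-deleted ES cells and 3 of each of their parental or wild-type lines, 18 in all, grown in 2iL. The second set holds 16 libraries, 4 each of control and Mta123∆ ES cells labelled 2iL and labelled 48 h without inhibitors and LIF. Genotype, culture and replicate number were taken from the sample labels and set beside Table EV3. The names of the deposited files of the second set give the opposite culture, so cultures are named as labelled. All samples could be mapped.

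The deposited values are counts of reads per gene, which the authors made without normalization, one library per file. According to the paper's methods, libraries were prepared with the NEXTflex Rapid Directional or the SMARTer Stranded Total RNA-Seq v2 Pico kit, adaptors and low-quality reads were removed with Trim Galore! 0.4.1, reads were aligned to GRCm38/mm10 with Tophat 2.1.0 and counted with featureCounts 1.5.0 on Ensembl release 86, and the authors tested differential expression with DESeq2 1.14.1 with and without spike-ins. The paper's text does not name the handling of reads that align to several places, which can split or remove counts of genes with close copies. Table EV3 gives single-end reads for the single mutants and paired-end reads for the second set. Gene symbols, types and coordinates were taken from the GENCODE vM21 annotation of GRCm38 by Ensembl identifier, which matched 48349 of 48709 genes of the second set and 21852 genes of the single-mutant set.

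Total counts per library ran from 13105820 to 40613585 in the single-mutant set and from 37855790 to 57602285 in the second set. At such totals the spread between replicates, not counting error, limits most comparisons, except for genes near or under 1 CPM. Libraries of the same line number were to be summed if they did not differ beyond counting noise. The limit was a chi-square per degree of freedom of at most 1.5 over genes with a mean count of at least 10. The 8 same-line pairs gave 6.32 to 19.4, so by this rule each library was used as a sample. The rule tests counting noise only and cannot show that libraries of a line are independent. In Mta123∆ labelled 2iL, same-line pairs gave 6.317 and 19.42 and pairs of different lines 86.97 to 112.8. In control labelled 2iL they gave 6.844 and 15.65 against 17.56 to 34.79. Tests on single libraries can therefore give p-values that are too small.

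Counts were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with TMM normalization, filterByExpr and the quasi-likelihood F test, only the groups compared entering a fit. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the paper's thresholds, were called misexpressed. The comparisons were each single mutant with its parent, Mta123∆ with control under each culture label, libraries labelled 48 h with libraries labelled 2iL within each genotype, and the interaction of genotype and culture. Log2 CPM for distances, PCA and positions used a prior count of 2. Positions and travel were compared with exact permutation tests, overlaps of gene lists with Fisher's exact test, and binomial intervals are 95% Wilson intervals. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

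The pairing comes from the replicate numbers in the sample labels, which each pair of compared groups shares; the first part of the number in the second set is read as the line. Results are given without and with the replicate number as a block. The genes named are those the paper names for expression or knockout, the legible genes of Fig EV4C and, for each comparison of Mta123∆ with control, the 5 increased and 5 decreased genes (2 and 2 for each single mutant) with the largest absolute log2 fold change past both thresholds, with a mean of at least 1 CPM in the higher group and a change in the same direction in every same-numbered pair. One gene that this rule names is not reported here. This rule, the mapping, the designs and the alternatives were fixed before the data were examined. Markers of sex chromosomes and genes of chromosome regions were added for tests in the closing section.

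Alternatives were DESeq2 1.42.0 with and without a prior on fold changes, no filter on low counts, the replicate block, one fit of all libraries of a set, summed libraries of a line, spike-in scaling, no threshold on fold change, thinned counts, other quartiles, another prior count, the 500 most variable genes, exchanged culture labels and leaving out each replicate number. An olfactory receptor covariate and a restriction to the genes of the single-mutant files were added after seeing the data. The procedure was tested on simulated counts with 200 genes changed. edgeR recovered 94% of them in the design of Mta123∆ against control labelled 2iL (21522 genes), 95% in that of the Mta3 mutant (15289 genes), 98.5% in that of culture within Mta123∆ (21467 genes) and 94% for the interaction (21689 genes). It also called 4, 10, 4 and 11 unchanged genes in these designs, and 0 genes in simulations without change. The simulated libraries were independent, with the same dispersion for every gene and no difference between lines. They therefore cannot show how often genes are falsely called when libraries share a line. The Mbd3∆ libraries, the embryonic single-cell data, ChIP-seq, western blots and RT-qPCR were not analysed here.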

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

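The tests of other splits of the libraries for the interaction, of control cells in 1 Mta123∆ line, of random variation between libraries and of a fixed difference between the lines were chosen only after the result was seen.

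In 3 of 120 groups of 4 libraries, over 30 measures, a single library lay far from the others; chance alone gives 6 such groups, so these are fewer than chance gives. Spike-in counts were 1.01% of gene counts in Mta123∆ library 2_2 labelled 2iL, against 0.738% to 0.747% in the other libraries of its group. Gatad2b was counted at 51.98 CPM in control library 2_2 labelled 2iL (others 50.29 to 50.53 CPM), and Nobox at 0.4515 CPM in control library 1_2 labelled 2iL (others 0.369 to 0.378 CPM). The design gives no condition that sets single libraries apart, and no biological explanation was tested.

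The change from libraries labelled 2iL to libraries labelled 48 h differed between control and Mta123∆ in 2993 genes by the edgeR interaction test. Among the genes the paper names, the interaction was -1.69 for Esrrb (adjusted p = 5.49e-05, edgeR), -2.81 for Klf4 (2.64e-05), -2.36 for Eomes (6.91e-05) and -1.95 for Hcn4 (0.0187). Esrrb and Klf4 rose in 4 of 4 same-numbered pairs of both genotypes, by less in Mta123∆ (1.73 and 2.06) than in control (3.44 and 4.89). Eomes rose in 4 of 4 control pairs (1.49) and fell in 4 of 4 Mta123∆ pairs (-0.88). Hcn4 fell in 4 of 4 Mta123∆ pairs (-2.24), so by its interaction of -1.95 it changed more in Mta123∆ than in control. Of the 8 splits of the paired libraries into 2 genotypes that part every same-numbered pair, 1 gave as many genes, the real one; with 8 splits the share cannot fall under 0.05. The other 27 of 35 splits keep at least 1 same-numbered pair together, and none gave as many. By the count of paired splits alone a chance assignment of libraries is not ruled out. Libraries of the same number did not deviate together between the genotypes, so all 35 splits can be compared as well. Of these 1 of 35, the real one, gave as many genes. Libraries of a line are not independent, but with the libraries of each line summed 667 genes remained. Depth was not tested for the interaction. Exchanging the culture labels changes the sign of both responses and leaves the number of genes as it is. Esrrb, Klf4 and in all 13217 of the 20246 genes tested in both genotypes moved less far in Mta123∆. Their smaller response does not depend on which label is right. A weaker response of NuRD-null cells is a candidate explanation for the genes that moved less far, a hypothesis that these 2 lines per genotype leave open. It would not account for the larger response of Hcn4 or the opposite directions of Eomes.

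Meg3, Rian and Mirg, neighbouring non-coding genes of the imprinted Dlk1-Dio3 region (chromosome 12, 109541001 to 109749460), are not discussed in the paper. Their interactions were 2.65, 2.45 and 2.41 (adjusted p = 1.44e-07, 2.44e-07 and 2.50e-06, edgeR). With the 2iL label they were lower in Mta123∆ in 4 of 4 pairs, by log2 fold changes of -2.16, -2.09 and -1.92 (Meg3 51.7 ± 1.61 against 231 ± 22.3 CPM), and in the libraries labelled 48 h higher in 4 of 4 pairs, by 0.48, 0.36 and 0.48. Loss of expression in 1 Mta123∆ line would leave the other near control, but the smallest decrease of any of the 3 genes in either line was -1.86. A difference in depth was tested by thinning all libraries to the smallest, which left Meg3 at -2.15. Biased counting over repeats of the region was not tested, and neither were allele-specific reads, which counts do not hold. A change of this region with culture that depends on NuRD may remain as a hypothesis; it was found and tested in the same libraries, from 2 lines per genotype. If the labels are exchanged, the decrease belongs to the cells after 48 h.

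The 2 Mta123∆ lines differed from each other in 2877 genes in the libraries labelled 2iL and in 2504 in those labelled 48 h, with 2 libraries per line, against 223 and 110 between the 2 control lines. Of these genes under the 2iL label, 1721 were higher in line 1 and 1156 in line 2. With counts thinned to the smallest library the Mta123∆ lines differed in 14.3 times as many genes as the control lines, so depth does not account for it. Low counts contribute, as 41.22% of the genes had a mean below 1 CPM in Mta123∆ libraries labelled 2iL against 22.7% of all genes tested, but 1691 genes with a mean of at least 1 CPM differed between the Mta123∆ lines and 157 between the control lines. A batch that follows the line number in both genotypes would shift the control lines the same way, but the median control difference, signed by the direction in Mta123∆, was -0.15. A batch that parts the Mta123∆ lines alone would leave the control lines unshifted, so this value cannot test it. Control cells mixed into 1 line would carry Mta2, which was at most 6.99% of control in a Mta123∆ line. Random variation would not recur, but the line differences in libraries labelled 2iL and labelled 48 h correlated across genes with r = 0.728 in Mta123∆ (0.561 in control). Gains or losses in 1 line of chromosomes 1 to 19 and X as a whole were sought as medians shifted by 0.3 under both labels; none of these was, so that they held 0% of the genes, but a part of chromosome 1 is treated under other observations and held 118 of the 2877 genes. The Y chromosome was not part of this test. Its genes Ddx3y (56.6 and 58.9 against 23.8 and 27.8 CPM) and Eif2s3y (53.9 and 47.9 against 17.4 and 18.8 CPM) were lower in line 2 than in line 1 in Mta123∆ libraries labelled 2iL, so a loss of the Y chromosome in part of line 2 is not excluded. The 4 Mta123∆ libraries labelled 2iL had 2.1 times the coefficient of variation of the 4 control libraries, which larger random variation and a fixed line difference both predict. Within lines the ratio was 0.897, which only the fixed difference predicts. A lasting difference between the 2 Mta123∆ lines is a candidate explanation that remains, beside a batch that parts these lines alone. Whether loss of NuRD lets lines drift apart could not be tested with 2 lines per genotype, and RNA quality and culture history were not tested.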

How the results depend on the processing

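The fits that left out each replicate number in turn were counted apart from the other alternatives. In the other alternatives 112 summary values of comparisons kept their direction, their side of the threshold and their size. A count of genes was taken to keep its size within 1.5 times. Of the remaining values 28 moved, 2 lost significance and 1 changed sign. With a replicate number left out the numbers were 52, 9, 4 and 1. Of the values for single genes in the other alternatives, 735 stayed the same, 34 lost significance, 11 gained it and 10 changed sign. With a replicate left out the numbers were 382, 16, 2 and 4. Where no reason is given beside a value, the cause was not tested.

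Summing the 2 libraries of each line lowered the genes of Mta123∆ labelled 2iL to 1878 increased and 956 decreased and those decreased labelled 48 h to 823. It left 0 genes between labels within Mta123∆ (3568 at an unadjusted p under 0.05), in a fit without the line as a block, so that the line difference stayed in the error, and 667 for the interaction, shares in the lower 2 quartiles of 64.18% (labelled 2iL) and 72.38% (labelled 48 h), Gatad2b at 0.31 (adjusted p = 0.11, edgeR) and the position of Mta123∆ labelled 48 h at 0.7024 (exact p = 0.333, the smallest that 2 against 2 allow).

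Without a threshold on fold change, 5867 genes were increased and 5248 decreased in Mta123∆ labelled 2iL, 5608 and 4940 labelled 48 h, 3671 and 3789 in the Mta2 mutant, and 1291 and 1217 in the Mta3 mutant, where decreased genes were in excess with the threshold and not without it. Without the filter on low counts 191 genes were increased in the Mta3 mutant. An olfactory receptor covariate, added after seeing the data, left 18 increased and 57 decreased genes there. Leaving out each replicate gave 0 to 246 increased and 1 to 1097 decreased genes in the Mta3 mutant, the 0 with 2913 genes at an unadjusted p under 0.05.

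The share of misexpressed genes in the lower 2 quartiles labelled 2iL was 42.5% with DESeq2, 43.52% with its prior, 43.63% without the filter, 71.5% with quartiles over both genotypes, 80.7% with exchanged labels and 74.26% to 77.43% with a replicate left out. Labelled 48 h it was 45.57%, 46.75%, 46.85%, 75.77%, 76.82% (exchanged) and 78.72% to 80.8%, and 82.17% with quartiles of the single-mutant parents. DESeq2 and the unfiltered fit divide every gene with at least 1 count, so the quartiles themselves differ.

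The labels exchange the 2 comparisons of Mta123∆, so that the log2 fold change of Mbd3 was 0.19 labelled 2iL and -0.08 labelled 48 h, that of Eomes -0.50 and 1.86, of Esrrb -0.32 and 1.37 and of Klf4 -0.54 and 2.27, while Lrrc15 labelled 2iL was -0.04. With spike-in scaling Mbd3 labelled 48 h was -0.01 and Nanog labelled 2iL 0.00; this scaling shifted the median of all genes by -0.18 for Mta123∆ labelled 48 h, 0.18 for culture in control and -0.22 for the interaction. With a replicate left out Mbd3 labelled 2iL ran from -0.18 to 0.01, Nanog labelled 2iL from -0.20 to 0.08 (0.03 without 2_2), Nes labelled 2iL from -0.04 (without 1_1) to 0.20 and Chd4 labelled 48 h from -0.05 to 0.00 (without 2_1), and the position of Mta123∆ labelled 48 h ran from 0.6892 to 0.7067 with an exact p of 0.1, the smallest that 3 against 3 allow.

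Depth limits genes under about 1 CPM, part of which the filter on low counts leaves untested. Thinning to the median total of the single-mutant libraries left 2525 increased and 1411 decreased genes in Mta123∆ labelled 2iL.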

Differences from the paper's values

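In the Mta3 mutant 126 genes were increased, where the paper's number is about 240 in Fig EV3F, read by eye. Of the alternatives set before the data were examined, DESeq2 without a fold-change prior (182 genes), no filter on low counts (191), one fit of all 18 libraries (173) and leaving out replicate 2 (246) came within 1.5 times of the paper's number, and the replicate block (114), DESeq2 with its prior (106), leaving out replicate 1 (0, with 2913 genes at an unadjusted p under 0.05), leaving out replicate 3 (1) and no threshold on fold change (1291) did not. An olfactory receptor covariate chosen after seeing the values gave 18 and did not close the gap.

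In the Mta1 mutant 0 genes were decreased (50 genes in either direction at an unadjusted p under 0.05), where the paper's number is about 1 in Fig EV3F, read by eye. None of the alternatives set before the data were examined closed the gap, each giving 0.

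The paper states that Esrrb, Nanog and Pou5f1 decreased as control cells differentiated, and Fig 5B and 5D show decreases of Klf4 and Zfp42. By the sample labels these genes were higher in control libraries labelled 48 h than in those labelled 2iL, with log2 fold changes of 3.44, 3.80, 0.16, 4.89 and 1.54. The paper states that Nestin, Pax6 and Cdh2 were activated in control cells, and by the labels they changed by -0.14, -2.41 and -1.12. With the labels exchanged, each of these values changes sign.

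The paper states that Gatad2b was transcribed at normal levels in Mta123∆ ES cells; its log2 fold change in the libraries labelled 2iL was 0.32 (adjusted p = 9.21e-04, edgeR; 63.2 against 50.8 CPM, higher in 4 of 4 pairs). The paper excludes Cdx2 and Eomes from the markers that Mta123∆ cells expressed aberrantly; in the libraries labelled 2iL Eomes had a log2 fold change of 1.86 (adjusted p = 1.59e-05, edgeR, higher in 4 of 4 pairs) and Cdx2 one of 2.06 (adjusted p = 0.0492, higher in 2 of 4 pairs and not significant in 2 of the 4 fits that left out a replicate). Under the 48 h label they were -0.50 (adjusted p = 0.134, edgeR, lower in 4 of 4 pairs) and 0.94 (adjusted p = 0.163, higher in 2 of 4).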

Other observations

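The tests of other splits of the libraries for culture within each genotype and the test of a gain of part of chromosome 1 were chosen only after the result was seen. The tests on chromosomes were made because a first look at chromosome medians showed shifts. The sex-chromosome test was narrowed to Ddx3y and Eif2s3y after Kdm5d and Uty were seen to be counted in every single-mutant library.

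The culture labels of the control and Mta123∆ libraries may be exchanged. If they were, Esrrb, Nanog, Klf4 and Zfp42 would be higher in the control libraries labelled 48 h; the smallest of their log2 fold changes was 1.54, each gene being higher in 4 of 4 pairs. Read totals were a second test. The summed counts of control labelled 2iL were 1.07 times those labelled 48 h, where the ratio of unique reads in the paper's Table EV3 is 0.907; for Mta123∆ the ratios were 0.927 and, in Table EV3, 0.986, nearer to the labels as given. The share of unique reads counted differs between groups by more than that, so read totals leave the question open. The marker genes argue against the labels as given for the control libraries, and the file names give the opposite culture as well. Pax6 and Cdh2, which the paper states were activated in control cells, were lower in the libraries labelled 48 h. Within genotypes, comparisons by culture have a size, but their direction as labelled is doubtful. A biological reading, that control cells raised these pluripotency-associated genes after 48 h without inhibitors and LIF, would go against Fig 5B.

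RT-qPCR was used for the marker genes of Fig 5B; the RNA-seq values are given here. In Mta123∆ against control, labelled 2iL and labelled 48 h, the log2 fold changes were 3.33 and 2.28 for Elf5, 5.61 and 4.22 for Gata3, 4.24 and 4.55 for Ebf4, 3.27 and 5.00 for Nobox and 4.27 and 2.30 for Hcn4, each with an adjusted p under 0.05 in edgeR and higher in 4 of 4 pairs. Pax6 was -3.22 and -2.03 and Cdh2 -1.82 and -1.60, lower in 4 of 4 pairs, while Nes was 0.10 (adjusted p = 0.561, edgeR, higher in 2 of 4 pairs) and 0.60 (0.00322, higher in 4 of 4). Among pluripotency genes Esrrb was 1.37 and -0.32, Klf4 2.27 and -0.54, Nanog -0.03 and -0.43 and Pou5f1 -0.64 and -0.30.

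Genes misexpressed in Mta123∆ labelled 2iL overlapped those of the Mta2 mutant in 664 genes of 14579 tested in both (316 if unrelated, p = 3.81e-102, Fisher's exact test as a description), of which 64.2% changed in the same direction. With the Mta3 mutant the overlap was 397 genes of 14647 (184 if unrelated, p = 1.11e-62, Fisher's exact test), of which 44.1% changed in the same direction. With the labels exchanged this was 24.4% of 422. The Mta3 list held only 2 genes in all with replicate 1 or replicate 3 left out, so this overlap rests on those libraries.

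Other splits of the same libraries were counted for each comparison, keeping to those that part every same-numbered pair as the real split does. For the Mta1 mutant the real split gave 0 genes (50 at an unadjusted p under 0.05). Every split gives at least 0 genes, so for this mutant the count of splits cannot tell about chance. Among all 10 splits of the 6 libraries, some of which keep at least 1 pair together, up to 158 genes were called. For the Mta2 mutant 1 of 4 such splits gave as many genes, the real one, and none of the others did. For the Mta3 mutant it was 1 of 4, and the others gave at most 15. For Mta123∆ against control labelled 2iL 1 of 8 splits gave as many genes, the others at most 2, and labelled 48 h 1 of 8, the others at most 4. For culture in control it was 1 of 8, with at most 23 genes in another split, and for culture in Mta123∆ 1 of 8, with 1452 genes in the split by line. With 4 or 8 splits the share cannot fall under 0.05. Between Mta123∆ and control, where libraries of the same number did not deviate together, all 35 splits of the libraries can be compared as well, and under each label 1 of 35, the real one, gave as many genes. As 2 libraries come from each line, these splits are not of independent samples; with the libraries of each line summed, 1878 increased and 956 decreased genes remained labelled 2iL. For the Mta2 and Mta3 mutants and for culture, the count of splits alone does not rule out a chance assignment of libraries.

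Depth was tested as an explanation for 2 patterns. With counts thinned to the smallest library, the ratio of increased to decreased genes in Mta123∆ labelled 2iL was 1.81, against 1.78 at full depth. With counts thinned to the median total of the single-mutant libraries and 3 libraries per group, 4088 genes were misexpressed in Mta123∆, against 1770 in the Mta2 mutant, so depth and the number of libraries do not account for the larger number; the single mutants were counted over fewer genes, and restricted to those genes Mta123∆ had 2264 increased and 1180 decreased genes, a setting added after seeing the data. A chromosome gained or lost as a whole in all Mta123∆ cells does not account for the misexpressed genes, as chromosomes (1 to 19 and X) shifted by 0.3 under both labels held 0% of them. The Y-linked genes Ddx3y and Eif2s3y were present in 4 of 4 libraries of every group, a difference of 0 libraries labelled 2iL and of 0 labelled 48 h. At 17.4 to 76.2 CPM these genes show only that no group lacked the Y chromosome, and a difference in Y dosage between the genotypes was not tested.

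In the Mta3 series 815 genes were decreased and 126 increased. Background reads over silent genes are a candidate explanation. Olfactory receptor counts in the group in which more genes were higher, the parent, were 2.38 times those of the mutant, at 186, 165 and 43.4 CPM in parental replicates 1, 2 and 3. A covariate for them, chosen after seeing the data, left 18 increased and 57 decreased genes, although in a fit of 6 libraries it also takes up part of the genotype difference. As a second test, 747 of the decreased genes were followed in the Mta2 series, where they were not raised in the libraries with more olfactory receptor counts beyond random lists matched on expression (90.57th percentile of 10000 lists). The Y-linked genes Ddx3y and Eif2s3y were present in 1 of 3 libraries in each group, a difference of 0, but medians for the X chromosome were 0.26, 0.27 and -0.11 in mutant replicates 1, 2 and 3 and 0.04, 0.15 and -0.09 in the parental ones, so a difference in X dosage is not excluded. The tests point both ways, so a background in part of the parental libraries remains open beside an effect of Mta3. In the Mta2 series wild type had 1.34 times the olfactory receptor counts of the mutant, and somewhat more genes were decreased (942) than increased (828) in the mutant, the direction that background would give. With the covariate the numbers were 865 and 1061, so background does not account for the number of misexpressed genes, but which direction is the more frequent depends on it. The difference in libraries with Ddx3y and Eif2s3y was 0.

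Chromosome 3 stood out in the Mta2 series. Of 636 of its genes 546 (85.8%) were lower in the mutant, with a median log2 fold change of -0.51. A bias that follows expression level is unlikely, as the lowest median of matched random lists was -0.06. A different number of chromosome 3 copies in one group predicts a shift along the whole chromosome, and the weakest of its 5 parts by gene order had -0.35; an extra copy beside 2 would give 0.58. Regulation by Mta2 predicts that the mutant and not the wild type departs from other parents. Medians for chromosome 3 were 0.52 to 0.54 in the wild-type libraries, 0.02 to 0.03 in the mutant libraries and -0.09 to -0.02 in the parents of the Mta1 and Mta3 series, so the wild type lay 0.54 above those parents and the mutant 0.04 above them. The values go against regulation by Mta2, although the mutant libraries were not within the range of the parents as the test had required. These values are consistent with an extra chromosome 3 in the wild-type line, which would be a difference of cell line and not of Mta2; DNA was not analysed here. Without chromosome 3 genes 1649 of the 1770 misexpressed genes remained, so the dosage of genes on chromosome 3 itself does not account for most of them. Whether an extra chromosome 3, or another difference between the lines, changed genes on other chromosomes was not tested.

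In the Mta1 series Ddx3y and Eif2s3y were present in 1 of 3 mutant and 2 of 3 parental libraries, a difference of 1. Ddx3y was at 0.208, 92.7 and 0.337 CPM in mutant replicates 1, 2 and 3, and at 44.9, 125 and 0.125 CPM in the parental ones. Libraries within each group thus differed in Y-linked expression. A difference between groups does not measure spread within them, and how much sex chromosomes add to the spread of this series was not tested. Replicate 3 of both mutant and parent had raised medians on chromosome 6 (0.41 and 0.40), chromosome 8 (0.41 and 0.41) and chromosome 14 (0.39 and 0.42), and chromosome 11 was below 0 in 9 single-mutant libraries (-0.28 to -0.15) and above 0 in the other 9 (0.15 to 0.31). Mta1 replicate 2 had chromosome 11 raised in the mutant and not in the parent. In the Mta3 series the chromosome 8 median was 0.28 in parental replicate 2 and -0.08 in mutant replicate 2. No test was made of what these shifts mean.

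Between the 2 control lines, genes of chromosome 8 were lower in line 1, with medians of -0.17 (82.8% of 907 genes) labelled 2iL and -0.18 (83.4% of 905 genes) labelled 48 h. The shift ran along the whole chromosome, the weakest of its 5 parts having -0.15, and the lowest median of matched random lists was -0.03. A gain of chromosome 8 in part of the cells of control line 2 may explain it, and would equal an extra copy in 25% to 27% of the cells. Genes of chromosome 16 (medians -0.11 labelled 2iL and -0.07 labelled 48 h) and chromosome 6 (-0.06 and -0.10) were lower in control line 1 as well, by less. No explanation was tested for chromosomes 16 and 6. Between the Mta123∆ lines, chromosome 1 had a median of -0.23 under both labels. A gain of the whole chromosome is not the explanation, as the weakest of its 5 parts had 0, and neither is a bias that follows expression level, whose lowest random median was -0.06. The position that best divides the chromosome in libraries labelled 2iL, 90958133, was then read in libraries labelled 48 h, where the 475 genes before it had a median of -0.53 and the 559 after it -0.04. A gain of the proximal part in Mta123∆ line 2 may explain this, as chromosome 1 medians of single libraries were 0.13 to 0.17 in line 2, -0.03 to 0.00 in line 1 and -0.06 to -0.02 in control. Both gains are hypotheses found and tested in the same libraries. Between the genotypes the genes before this position were shifted as well, with a median of 0.28 in Mta123∆ over control labelled 2iL (0.09 after it), and 150 of the 4470 misexpressed genes lay before it (121 increased and 29 decreased), so that 4320 lay elsewhere.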
